# CD4^+^ T cell help creates memory CD8^+^ T cells with innate and help-independent recall capacities

**DOI:** 10.1038/s41467-019-13438-1

**Published:** 2019-12-04

**Authors:** Tomasz Ahrends, Julia Busselaar, Tesa M. Severson, Nikolina Bąbała, Evert de Vries, Astrid Bovens, Lodewyk Wessels, Fred van Leeuwen, Jannie Borst

**Keywords:** Immunological memory, Interleukins, CD4-positive T cells, Cytotoxic T cells

## Abstract

CD4^+^ T cell help is required for the generation of CD8^+^ cytotoxic T lymphocyte (CTL) memory. Here, we use genome-wide analyses to show how CD4^+^ T cell help delivered during priming promotes memory differentiation of CTLs. Help signals enhance IL-15-dependent maintenance of central memory T (T_CM_) cells. More importantly, help signals regulate the size and function of the effector memory T (T_EM_) cell pool. Helped T_EM_ cells produce Granzyme B and IFNγ upon antigen-independent, innate-like recall by IL-12 and IL-18. In addition, helped memory CTLs express the effector program characteristic of helped primary CTLs upon recall with MHC class I-restricted antigens, likely due to epigenetic imprinting and sustained mRNA expression of effector genes. Our data thus indicate that during priming, CD4^+^ T cell help optimizes CTL memory by creating T_EM_ cells with innate and help-independent antigen-specific recall capacities.

## Abstract (web summary)

Help from CD4^+^ T cells is important to induce CD8^+^ T cell memory responses, but mechanistic insights are lacking. Here, the authors show, by transcriptomics and epigenetics, how CD4^+^ T cells help program memory CD8^+^ T cells for help-independent recall by antigens, as well as for innate-like recall responses by IL-12/IL-18 and promoting survival by IL-15.

## Introduction

Immunological memory is classically attributed to cells of the adaptive immune system. It is based on clonal expansion of antigen-specific lymphocytes, long-term maintenance of at least part of this antigen-specific lymphocyte pool as memory cells and the intrinsic ability of memory cells to respond more efficiently to renewed antigen encounter^1^. Memory CD8^+^ T cells can also be reactivated by cytokines in an antigen-independent manner^2^.

A single activated CD8^+^ cytotoxic T lymphocyte (CTL) can give rise to both effector and memory cells^3^. The differentiation path of a given CD8^+^ T cell is graded from less to more differentiated, culminating in the terminally differentiated effector cell that is short-lived. Compared to effector cells, memory CD8^+^ T cells reportedly exhibit less differentiated phenotypes, can self-renew, have high proliferative potential and increased longevity^4^. Memory CD8^+^ T cells are discerned into central (T_CM_), effector (T_EM_) and tissue-resident (T_RM_) cells^5^. T_CM_ cells and T_EM_ cells can be discriminated based on expression of homing receptors that allow T_CM_ cells to circulate through lymph nodes, while T_EM_ cells primarily circulate through non-lymphoid tissues and spleen.

Whether a primed CD8^+^ T cell becomes a short-lived effector cell (SLEC), or a memory precursor cell (MPEC) is decided upon by specific transcription factors that act in pairs to determine opposite cell fates by directing specific gene expression programs^3,6^. For example, the balance between Blimp-1 and Bcl-6 is decisive for an effector versus memory T cell fate. Cell fate decisions are largely based on gene transcription that is orchestrated at the epigenetic level^7^. Epigenetic processes, such as DNA methylation, histone acetylation, and histone methylation confer chromatin states of a gene that facilitate or prohibit transcription. Recent data reveal a coupling between the master regulators of transcription and epigenetic modification^6,8^.

Memory CD8^+^ T cells have an intrinsic ability to more efficiently expand and display effector functions upon secondary stimulation. Certain genes are more readily expressed in activated memory T cells as compared to activated naïve T cells^7,9^. This may be due to the fact that these genes are epigenetically poised, which means that they have an open chromatin state, but low gene expression in the steady-state memory phase^9^. For example, the promotor regions of the *Il2* and *Ifng* genes are more rapidly demethylated upon recall^10,11^. Alternatively, genes can already be expressed in steady-state memory cells at the mRNA level, but not at the protein level. Recall with antigen, but also with cytokines can induce protein translation from such transcripts and thereby efficient recall of functions^12^.

Intrinsic memory qualities are instilled into CD8^+^ T cells during the priming phase, a phenomenon termed memory programming^13^. The generation and programming of memory CD8^+^ T cells relies on “help” signals that are delivered by CD4^+^ T cells during priming^14–17^. These help signals are relayed from the CD4^+^ T cell to the CD8^+^ T cell via an XCR1^+^ lymph-node resident dendritic cell (DC), as established in the mouse^17,18^. The DC is conditioned by the CD4^+^ T cell to deliver certain costimulatory signals and cytokines that orchestrate CTL effector- and memory differentiation^14,15,17,19^. We have recently identified by transcriptomic and functional analyses the gene expression program underlying CTL effector differentiation as instructed by CD4^+^ T cell help^20^.

We here present the impact of CD4^+^ T cell help on the gene expression program of steady-state memory CD8^+^ T cells and secondary effector CTLs. We demonstrate that help delivered during priming promotes the size of both T_CM_ and T_EM_ pools, but primarily alters the intrinsic functionality of T_EM_ cells. Remarkably, help signals confer cytokine-induced and help-independent recall capacities to CD8^+^ memory T cells and allow them to “remember” that they have received help during priming.

## Results

### Help endows CD8^+^ T cells with intrinsic memory capacity

To determine how CD4^+^ T cell help delivered during priming impacts CD8^+^ T cell memory, we used a mouse model of therapeutic vaccination. A comparative setting was created using two plasmid (p)DNA vaccines that encode the human papilloma virus (HPV) E7 protein either with the immunodominant, MHC class I-restricted epitope E7_48-57_ alone (No Help), or in conjunction with exogenous, HPV-unrelated MHC class II-restricted helper epitopes (Help)^21^. As shown before^20–22^, inclusion of helper epitopes in the vaccine significantly increased the magnitude of the primary H-2D^b^/E7_48-57_ (E7)-specific CD8^+^ T cell response (Fig. 1a, Supplementary Fig. 1A, B). Help also significantly increased the total numbers of E7-specific CD8^+^ T cells with a SLEC phenotype (CD127^-^KLRG1^+^), as well as those with MPEC phenotype (CD127^+^KLRG1^−^) (Supplementary Fig. 1C).

**Fig. 1:**
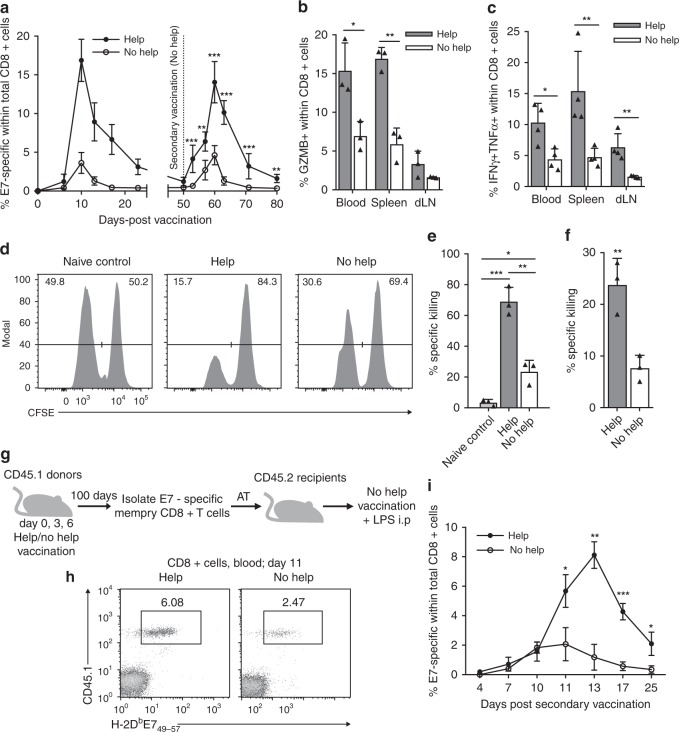
CD4^+^ T cell help instills intrinsic recall capacities into CD8^+^ T cells. **a**–**f** Mice were vaccinated intra-epidermally with a DNA construct encoding HPV-E7 with (Help) or without (No Help) MHC class II-restricted epitopes on days 0, 3, and 6. On day 50, mice were rechallenged with No Help vaccine and i.p. lipopolysaccharide (LPS) injection. (A) Percentage of H-2D^b^/E7_49-57_ tetramer^+^ cells among total CD8^+^ T cells in blood at indicated days after first vaccination (*n* = 7 per group). **b**, **c** In a separate experiment, on day 10 after rechallenge, frequencies of Granzyme B (GZMB)^+^ cells (B) and IFNγ^+^TNFα^+^ cells (C) within total CD8^+^ T cells in indicated tissues were determined by flow cytometry (*n* = 3–4). **d**, **e** In a separate experiment, mice (*n* = 3) were injected i.v on day 10 after rechallenge with a 1:1 ratio of splenocytes loaded with E7_49-57_ peptide (CTL target) or not (control) and labeled with a low or high dose of carboxyfluorescein succinimidyl ester (CFSE), respectively. Naive recipient mice were used as control. After 15 h, percentage of specific in vivo target cell killing was determined by flow cytometric analysis of splenocytes. **d** Representative histograms of CFSE^+^ cells. **e** Bar diagram quantitatively depicting all results. **f** In a separate experiment, E7-specific CD8^+^ T cells were isolated from spleen at day 10 after rechallenge (*n* = 3). T cells were incubated in vitro at a 1:1 ratio with E7_49-57_-peptide-loaded or non-loaded splenocytes and specific killing of target cells was analyzed 12 h later. **g**–**i** CD45.1^+^ donor mice received Help or No Help vaccine. At day 100, E7-specific (memory) CD8^+^ T cells were isolated from spleens and injected i.v. in equal numbers into CD45.2^+^ recipient mice (*n* = 4 per group). One day later, recipient mice were rechallenged. **g** Experimental set up. **h** Representative flow cytometry plots indicating frequencies of CD45.1^+^ E7-specific CD8^+^ T cells in blood at day 11 after rechallenge. **i** Frequencies of CD45.1^+^ E7-specific CD8^+^ T cells in blood at indicated days after vaccination. Data in this figure are from one experiment representative of at least two experiments. Error bars indicate SD, *p < 0.05, **p < 0.01, ***p < 0.001 (unpaired two-tailed Student’s *t* test). Source data are provided as a Source Data file.

To examine the impact of help delivered during priming on the memory CD8^+^ T cell response, mice were primed with either Help or No Help vaccine and recalled with No Help vaccine in conjunction with i.p. injection of lipopolysaccharide (LPS)^22^. Mice primed with the Help vaccine had a significantly higher recall response to H-2D^b^/E7_48-57_ than mice primed with No Help vaccine (Fig. 1a). At the peak of the secondary response, the frequencies of CD8^+^ T cells expressing Granzyme B (Fig. 1b), IFNγ and TNFα (Fig. 1c) in blood, draining lymph node (dLN) and spleen were significantly higher after priming with Help as compared to No Help vaccine. Accordingly, an in vivo cytotoxicity assay revealed that—at the peak of the secondary response—injected E7_49-57_ peptide-loaded target cells were killed much more efficiently in mice primed with the Help vaccine, than in mice primed with the No Help vaccine (Fig. 1d, e). Thus, CD4^+^ T cell help delivered during priming improved the secondary CD8^+^ T cell response to MHC class I-restricted antigen only.

The secondary CD8^+^ T cell response might be improved because help signals lead to increased numbers of E7_48-57_-specific memory CD8^+^ T cells and/or improve their cell-intrinsic capacity to undergo a secondary response. In vitro, secondary responder CTLs that had received help during priming could kill target cells more efficiently than equal numbers of helpless secondary responder CTLs (Fig. 1f), arguing that help signals improved memory CTL function on a per-cell basis. To examine this further, we performed an adoptive transfer experiment. Memory CD8^+^ T cells isolated from mice primed either with Help or No Help vaccine were transferred in equal numbers to naïve recipient mice that were subsequently challenged with No Help vaccine (Fig. 1g). Memory CD8^+^ T cells isolated from mice primed with Help vaccine expanded significantly more than those primed with No Help vaccine (Fig. 1h, i). Thus, CD4^+^ T cell help delivered during priming instills into memory CD8^+^ T cells cell-intrinsic capacities for CD4^+^ T cell help-independent secondary expansion and display of cytotoxic effector function.

### Help supports CD8^+^ T_EM_ and T_CM_ formation and maintenance

We next tested in the same vaccination settings how CD4^+^ T cell help impacted the establishment and maintenance of CD8^+^ T_EM_ and T_CM_ subpopulations in secondary lymphoid tissues and blood. The frequencies of E7-specific CD8^+^ T cells with a T_EM_ phenotype (CD44^+^CD62L^−^) and a T_CM_ phenotype (CD44^+^CD62L^+^) were determined by flow cytometry. At day 50, the frequency of E7-specific T_EM_ cells among total CD8^+^ T cells in the dLN was significantly lower after No Help vaccination than after Help vaccination (Fig. 2a, b). At the same time point, there were no significant differences in the frequencies of E7-specific T_CM_ cells in the two vaccination settings (Fig. 2a, b). At day 120, however, the frequencies of both E7-specific T_EM_ cells and T_CM_ cells were significantly lower after No Help vaccination than after Help vaccination (Fig. 2b). Likewise in the spleen, only the T_EM_ cell pool was significantly smaller after No Help vaccination than after Help vaccination at day 50 (Fig. 2c, d), while at day 120, both T_EM_ and T_CM_ pools were significantly smaller after No Help vaccination than after Help vaccination (Fig. 2d).

**Fig. 2:**
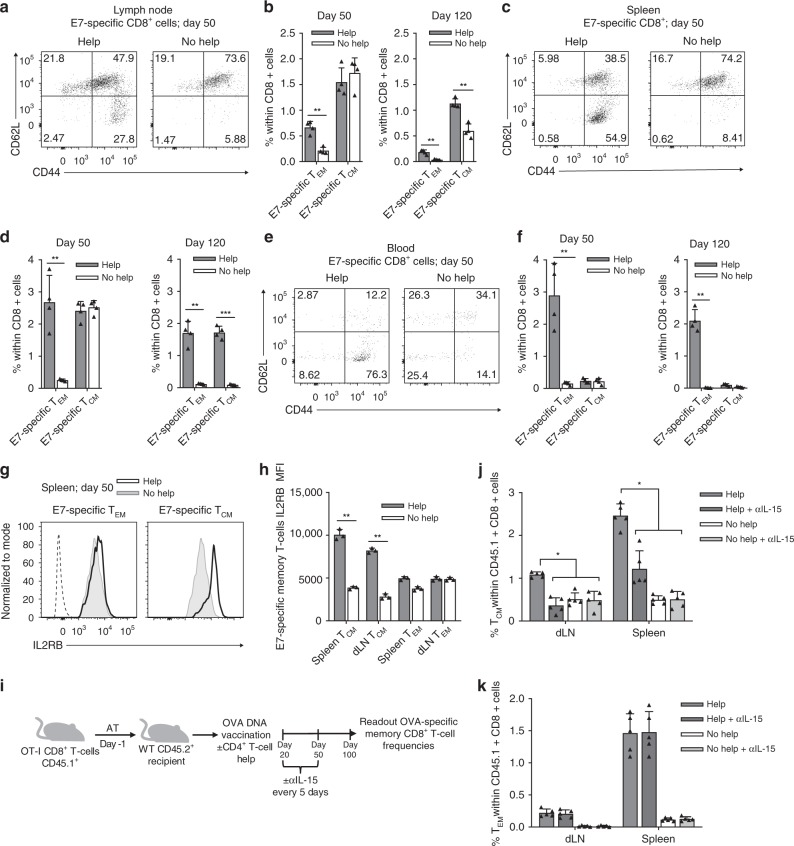
CD4^+^ T cell help supports formation of CD8^+^ T_CM_ and T_EM_ cells. **a**–**f** Mice (*n* = 4 per group) received Help or No Help vaccine on days 0, 3, and 6 and were analyzed on day 50 or 120. **a**, **c**, **e** Representative flow cytometric plots indicating within the H-2D^b^/E7_49-57_ tetramer^+^ CD8^+^ population frequencies of cells with an effector memory T (T_EM_) phenotype (CD44^+^CD62L^−^) or central memory T (T_CM_) phenotype (CD44^+^CD62L^+^), as determined in draining lymph node (dLN) (**a**), spleen (**c**), and blood (**e**). **b**, **d**, **f** Quantification of frequencies of E7-specific CD44^+^CD62^-^ T_EM_ and CD44^+^CD62^+^ T_CM_ phenotype CD8^+^ T cells determined in dLN (**b**), spleen (**d**), and blood (**f**). **g**, **h** Cell surface expression of IL2RB (CD122) as determined by flow cytometry on E7-specific CD8^+^ T_CM_ and T_EM_ cell subsets in spleen at day 50. **g** Primary data. Filled grey: No Help; open black line: Help. Dotted line: unstained control. **h** Quantification of mean fluorescence intensity (MFI) for *n* = 3. **i** Experimental set up. CD45.1^+^ OT-I T cells were adoptively transferred into CD45.2^+^ recipient mice (*n* = 5 per group) that 1 day later received OVA-encoding Help or No Help vaccine. From day 20 onwards, indicated groups were treated with isotype control antibody or neutralizing αIL-15 antibody every 5 days until day 50. **j**, **k** Frequencies of CD45.1^+^ T_CM_ cells (**j**) and T_EM_ cells (**k**) were determined at day 100 in dLN and spleen. Data in this figure are from one experiment representative of two experiments. Error bars indicate SD, *p < 0.05, **p < 0.01, ***p < 0.001 (unpaired two-tailed Student’s *t* test). Source data are provided as a Source Data file.

T_EM_ cells circulate through the blood and secondary lymphoid organs^4,5^ and accordingly, the beneficial influence of help on the size of the T_EM_ cell pool in blood was evident both at day 50 and day 120 (Fig. 2e, f). At both time points, frequencies of T_CM_ cells in blood were very low, in agreement with their preferential localization to secondary lymphoid organs^4,5^ (Fig. 2e, f). In the bone marrow, T_EM_ frequencies were reduced in the helpless population as compared to the helped population on day 50 and this difference was more significant on day 120 (Supplementary Fig. 2A, B). We next examined the effect of CD4^+^ T cell help on the generation of memory CD8^+^ T cell subsets in a model of overt inflammation. Mice were infected with the acute lymphocytic choriomeningitis virus (LCMV) strain Armstrong and depleted for CD4^+^ T cells (No Help) or not (Help). At day 50 after infection we analyzed frequencies of GP33- and NP396-specific T_EM_ and T_CM_ cells in the spleen. Similarly to the vaccination model, help resulted in increased frequencies of both virus-specific memory subsets (Supplementary Fig. 2C). Thus, CD4^+^ T cell help delivered during priming improved generation of the CD8^+^ T_EM_ population and long-term maintenance of both CD8^+^ T_EM_ and T_CM_ populations.

Memory CD8^+^ T cells are known to undergo antigen-independent homeostatic proliferation driven by IL-15^23^. At day 50 after vaccination, IL2RB (CD122), the common β chain of the IL-2- and IL-15 receptors, was expressed at significantly higher levels at the cell surface of helped as compared to helpless E7-specific T_CM_ cells, in both dLN and spleen (Fig. 2g, h). In T_EM_ cells, however, “help” did not affect the cell surface expression of IL2RB (Fig. 2g, h). These data suggested that IL-15 receptor signaling was instrumental in maintaining T_CM_ cells in dLN and spleen after Help vaccination. To test this, we performed an intervention experiment with neutralizing antibody to IL-15. OVA_257-264_/H-2K^b^-specific OT-I T cells were transferred into CD45.2^+^ recipient mice that received Help or No Help vaccine encoding the OVA_257-264_ epitope. The primary response showed the impact of help on the OT-I T cell response (Supplementary Fig. 2D). Next, mice were treated from day 20 to 50 with control antibody or neutralizing antibody to IL-15 (Fig. 2i). At day 100, the size of the T_CM_ and T_EM_ cell pools in dLN and spleen was determined. IL-15 neutralization had significantly diminished the size of the T_CM_ cell pools after Help vaccination, but did not affect the T_CM_ cell pools after No Help vaccination (Fig. 2j). The T_EM_ cell populations in dLN and spleen were unaffected by IL-15 neutralization after Help or No Help vaccination (Fig. 2k). These data indicate that help signals delivered during priming lead to upregulation of IL2RB on CD8^+^ T_CM_ cells, which likely increases their capacity for IL-15-driven long-term survival in vivo. The same help signals apparently promote long-term survival of CD8^+^ T_EM_ cells by an IL-15-independent mechanism.

### Help predominantly affects the transcriptome of T_EM_ cells

To gain insight into the molecular mechanisms by which CD4^+^ T cell help altered the cell-intrinsic functionality of steady-state CD8^+^ T_EM_ and T_CM_ cells, we performed gene expression profiling. E7-specific memory CD8^+^ T_EM_ and T_CM_ cells were flow cytometrically isolated at day 100 from the spleens of mice that had received Help or No Help vaccine, mRNA was isolated and subjected to sequencing (RNAseq). This unbiased, genome-wide analysis revealed that CD4^+^ T cell help affected T_CM_ cells much less than T_EM_ cells (Fig. 3a, b). In T_CM_ cells, we found only 193 genes with significant differential expression between the comparative groups (Fig. 3a; Supplementary Data 1), but in T_EM_ cells, we found 2522 differentially expressed genes (Fig. 3b; Supplementary Data 2). Importantly, the effect size was also larger in the latter case. This is confirmed by hierarchical clustering and inspection of the resulting heatmap, revealing that T_EM_ cells dramatically change their gene expression profile as a result of CD4^+^ T cell help, while T_CM_ cells do so to a much lesser extent (Fig. 3c).

**Fig. 3:**
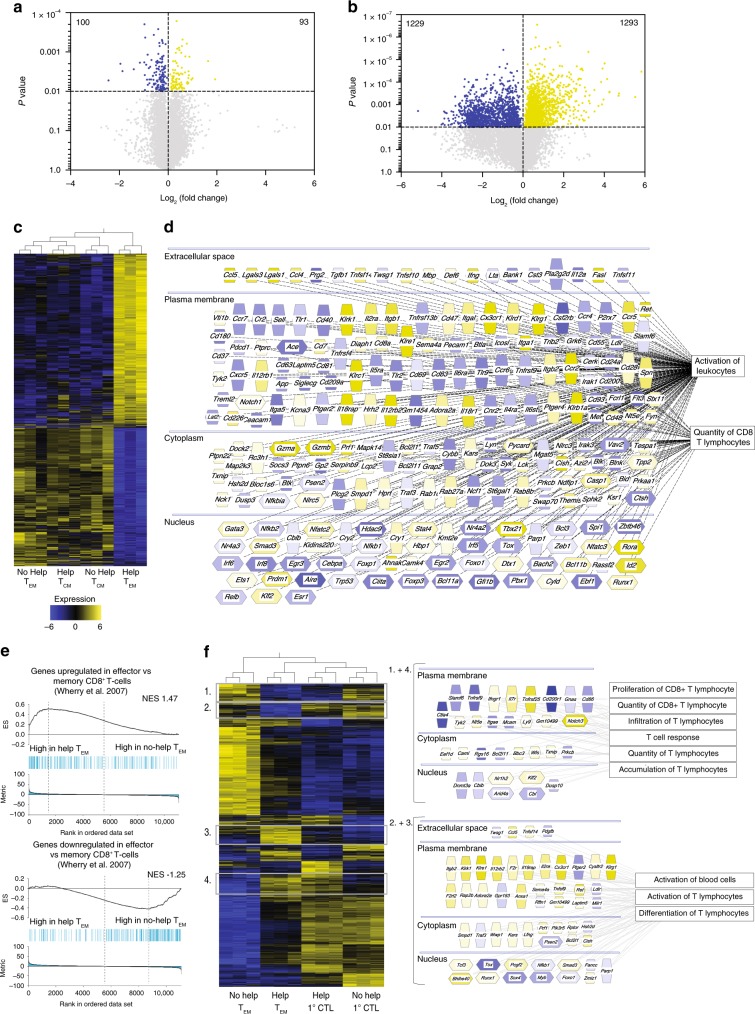
CD4^+^ T cell help primarily alters the steady-state transcriptome of T_EM_ CD8^+^ T cells. **a**, **b** Volcano plots depicting results of comparative transcriptome analysis of steady-state E7-specific CD8^+^ T_CM_ cells (**a**) and T_EM_ cells (**b**) isolated from spleen at day 100 after primary vaccination with Help or No Help vaccine (*n* = 3 mice per group). Blue and yellow dots indicate transcripts with significant differential expression (*p* < 0.01). See also Supplementary Data 1 and 2. **c** Hierarchical clustering and heat map of the differentially expressed genes in steady-state T_EM_ and T_CM_ cells taken from the Help versus No Help vaccination settings. **d** Molecules differentially expressed in steady-state T_EM_ cells after Help versus No Help vaccination, as assigned to the indicated functional categories and annotated for subcellular localization by IPA. **e** Gene Set Enrichment Analysis (GSEA) of published gene sets listing the top 200 up- or downregulated genes in effector CD8 T cells (day 8 after LCMV-Armstrong infection)^30^ within the gene expression profile of helped versus helpless T_EM_ cells in steady-state. ES, enrichment score; NES, normalized enrichment score. **f** Hierarchical clustering and heat map of genes differentially expressed in steady-state T_EM_ cells taken at day 100 after primary vaccination with Help or No Help vaccine, as determined here and genes differentially expressed in primary CTLs taken at day 10 from the same settings, as determined previously^20^. Numbers and adjacent boxes (right panels) indicate Cluster 1, denoting molecules differentially expressed in both helped versus helpless T_EM_ cells and primary CTLs and Cluster 2, denoting molecules only differentially expressed in helped versus helpless T_EM_ cells, as assigned to the indicated functional categories and annotated for subcellular localization by IPA.

Ingenuity pathway analysis (IPA) gave insight in the many molecules that were differentially expressed in helped versus helpless T_EM_ cells (Fig. 3d). Genes with increased expression included those encoding transcription factors Tbet (*Tbx21*), Blimp-1 (*Prdm1*), Runx1 and Id2, known to be involved in CD8^+^ T cell effector function^6^. In addition, transcription factors Tcf-1 (*Tcf7*) and TOX (*Tox*), which are associated with decreased CD8^+^ T cell effector functions and an exhausted phenotype^24–26^, were specifically downregulated in T_EM_ cells as a result of CD4^+^ T cell help. Transcripts encoding the cytotoxic effector molecules Granzyme A, Granzyme B (*Gzma, Gzmb*), Perforin (*Prf1*), IFNγ, Fas ligand (*Faslg*) and Trail (*Tnfsf10*) were upregulated, indicating increased cytotoxic potential. Transcripts encoding the IL-2 receptor α chain (*ll2ra*), IL-12 receptor β chain (*Il12rb1, 2*) and IL-18 receptor α chain (*Il18r1*) were upregulated, which fits with memory T cell survival and function^2,27,28^. Several chemokine receptor transcripts were upregulated, including *Cx3cr1* that we previously found to report CD4^+^ T cell help in effector CTLs^21^. Other interesting features included the upregulation of Pycard (Asc), Caspase-1 (*Casp-1*) and NOD-like receptors (*Nlrc3, 5*) that can together create “inflammasome” structures leading to pro-IL1β processing^29^, which suggests an innate-type alarm state of helped T_EM_ cells.

These findings suggested that helped T_EM_ cells have a more effector-like phenotype than their non-helped counterparts. To examine this, we compared by Gene Set Enrichment Analysis (GSEA) the Help versus No Help T_EM_ gene expression profiles to a published gene expression profile characteristic of effector CD8^+^ T cells^30^. This gene set consisted of the top 200 up- and downregulated genes in effector (day 8) versus memory (day > 30) virus-specific CD8^+^ T cells isolated after acute LCMV-Armstrong infection. The effector CD8^+^ T cell gene set was indeed enriched in the expression profile of helped steady-state T_EM_ cells (Fig. 3e), indicating a more effector-like phenotype in this population.

To examine whether helped T_EM_ cells, isolated at the steady-state memory phase, resembled helped CTLs, isolated at the primary effector phase, we performed hierarchical clustering of all genes that were differentially expressed as a result of help in primary CTLs or in T_EM_ cells. A number of these genes was differentially expressed both in helped primary CTLs and helped T_EM_ cells (Fig. 3f, clusters 1 and 4), suggesting that part of the help signature seen in primary effectors is maintained in steady-state T_EM._ Other gene expression differences resulting from help were more pronounced in T_EM_ cells than in primary CTLs (Fig. 3f, clusters 2 and 3). This included the upregulation of transcripts for various Killer cell lectin-like receptors, the chemokine receptor CX_3_CR1, and cytokine receptors: IL2R, IL12R and IL18R (Fig. 3f). Taken together, these results show that besides increasing the size of the T_EM_ pool, CD4^+^ T cell help delivered during priming also creates a T_EM_ population with distinct, more effector-like properties.

### Help promotes innate memory function of CD8^+^ T cells

The transcriptome data from T_EM_ cells suggested that helped memory cells have increased sensitivity to IL-12 and IL-18, since the receptors for these cytokines were upregulated (Fig. 3f). It has been reported that combined stimulation with IL-12 and IL-18 can reactivate memory CD8^+^ T cells in an antigen non-specific manner, enabling them to exert effector functions^2,27,28^. We therefore tested whether help created this type of innate memory. For this purpose, we generated OVA-specific CD8^+^ memory T cells by adoptive transfer of OT-I T cells and vaccination with OVA-encoding Help or No Help vaccine (Fig. 4a). At day 100, the cell surface expression of both IL-18Rα chain (Fig. 4b) and IL-12Rβ chain (Fig. 4c) was significantly higher on helped than on helpless memory OT-I T cells in dLN, spleen and blood. To test the innate recall function, steady-state memory OT-I cells taken from dLN and spleen were stimulated in vitro with IL-12 and IL-18. The frequency of memory cells that could produce IFNγ (Fig. 4d, e) or Granzyme B (Fig. 4f) was significantly higher in the helped population as compared to the helpless population. This feature was characteristic for memory OT-I cells, as opposed to naïve cells. Also upon in vitro stimulation with cognate antigen (SIINFEKL), the frequency of IFNγ producing OT-I cells was higher in the helped memory population compared to the helpless or the naive populations (Fig. 4g).

**Fig. 4:**
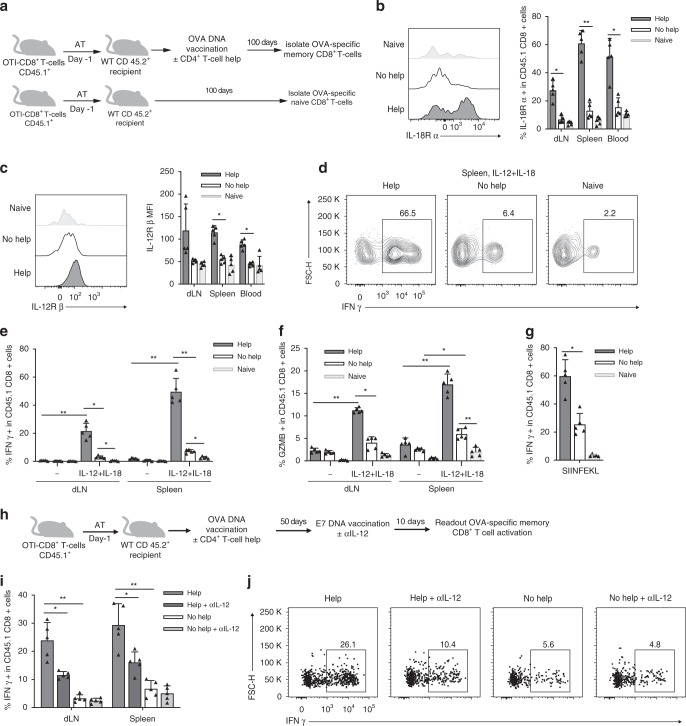
CD4^+^ T cell help promotes innate recall function of memory CD8^+^ T cells. **a** Experimental set up. CD45.1^+^ OT-I T cells were adoptively transferred into CD45.2^+^ recipient mice (*n* = 5 per group) that 1 day later received OVA-encoding Help or No Help pDNA vaccine. At day 100 after primary vaccination, flow cytometry was performed in blood and CD45.1^+^ OT-I T cells were flow cytometrically isolated from dLN and spleen and directly analyzed or incubated for 5 h with IL-12 and IL-18 or OVA peptide. Unvaccinated recipient mice were used to isolate naïve OT-I T cells. **b** Representative flow cytometric plots (left panel) and percentage of IL18-Rα expressing cells within CD45.1^+^ OT-I cells in indicated organs (right panel). **c** Representative flow cytometric plots (left panel) and MFI of IL-12Rβ expressed on CD45.1^+^ OT-I T cells in indicated organs (right panel). **d**–**g** Primary flow cytometric data (**d**) and frequencies of IFNγ-producing (**e**, **g**) or Granzyme B (GZMB)-producing (**f**) OT-I T cells in dLN and spleen, as determined after in vitro stimulation with IL12 + IL-18 (D-F) or OVA peptide (SIINFEKL) (**g**). **h** Experimental set up. CD45.1^+^ OT-I T cells were adoptively transferred into CD45.2^+^ recipient mice (*n* = 5 per group) that 1 day later received OVA-encoding Help or No Help pDNA vaccine. At day 50 after primary vaccination, mice were rechallenged with E7-encoding Help vaccine and injected with isotype control or neutralizing mAb to IL-12, 4 times, every 3 days. At day 10 after secondary vaccination, total dLN and spleen cells were incubated for 5 h with GolgiPlug (no cytokines or antigens were added). **i** Frequencies of IFNγ-producing CD45.1^+^ OT-I T cells isolated from indicated organs. **j** Representative flow cytometric analysis of cells isolated from spleen. Data are from one experiment representative of two experiments. Error bars indicate SD, *p < 0.05, **p < 0.01, ***p < 0.001 (unpaired two-tailed Student’s *t* test). Source data are provided as a Source Data file.

We also tested in vivo whether help signals optimized memory CD8^+^ T cells for antigen-independent, innate responsiveness. For this purpose, OT-I T cells were transferred into recipient mice that were then vaccinated with OVA-encoding Help or No Help vaccine. After 50 days, these mice were vaccinated with HPV-E7-encoding Help vaccine (Fig. 4h). In this setting, the CD4^+^ T cell response is an antigen-specific memory response, since the same helper epitopes are present in the OVA- and E7-encoding DNA vaccines. The memory CD8^+^ T cells formed after OVA vaccination might be recalled in an antigen-independent manner, by cytokines such as IL-12 and IL-18 made by CD4^+^ T cell-activated DCs. To test the role of IL-12, neutralizing anti-IL-12 mAb was injected upon recall. At day 10 after secondary vaccination, the frequency of memory OT-I T cells that produced IFNγ upon non-cognate recall was significantly higher in the helped than in the helpless group (Fig. 4i, j). Moreover, treatment with neutralizing αIL-12 antibody significantly reduced IFNγ production by helped OT-I T cells, while not affecting the response of helpless cells (Fig. 4i, j). In conclusion, delivery of CD4^+^ T cell help during priming generated memory CD8^+^ T cells with innate-like recall capacities, being able to produce Granzyme B and IFNγ upon restimulation by cytokines, in the absence of cognate antigen.

### Helped memory CD8^+^ T cells are help-independent upon recall

We have previously identified the molecular program instilled into primary CTL effectors by CD4^+^ T cell help^20^. Here, we examined which transcriptional program unfolded in memory CD8^+^ T cells after antigen rechallenge as a result of help delivered during priming. Mice that had been vaccinated with Help or No Help vaccine were rechallenged with No Help vaccine. At day 10 after rechallenge, E7-specific CD8^+^ T cells were isolated from the spleen and analyzed by transcriptomics. Statistical analysis of normalized transcript read counts indicated differential expression of 1315 genes (Fig. 5a, Supplementary Data 3). Of these, 391 genes were also differentially expressed as a result of help in the primary CTL response (Supplementary Data 4). We have previously described many of these transcripts as part of the signature of helped CTLs and showed for a number of these their importance in dictating the cytotoxic and migratory potential of CTLs in a tumor model^20^. Part of this signature were transcripts encoding cytotoxic effector molecules (*Ifng, Gzma, Gzmb*), the effector marker KLRG1 (*Klrg1*), transcription factor Tbet (*Tbx21*), receptors for IL-2, IL-12, and IL-18 (*Il2ra, Il12rb, Il18r*) and chemokine receptor CX3CR1 (*Cx3cr1*) that were all upregulated as a result of help (Fig. 5b). Moreover, transcripts encoding coinhibitory receptors PD-1, LAG3, BTLA, CD200(R) (*Pdcd1, Lag3, Btla, Cd200, Cd200r*) and transcription factors EOMES, ID3 TCF7, TOX (*Eomes, Id3, Tcf7, Tox*) that have all been connected to CTL dysfunction^31^ were similarly downregulated in “helped” CTLs in primary and secondary responses (Fig. 5c). Many differences in gene expression observed between Help and No Help conditions were more pronounced in the secondary response (Fig. 5b, c). Thus, CD8^+^ T cells that receive help during priming acquire the intrinsic ability to adopt a helped gene expression program after recall.

**Fig. 5:**
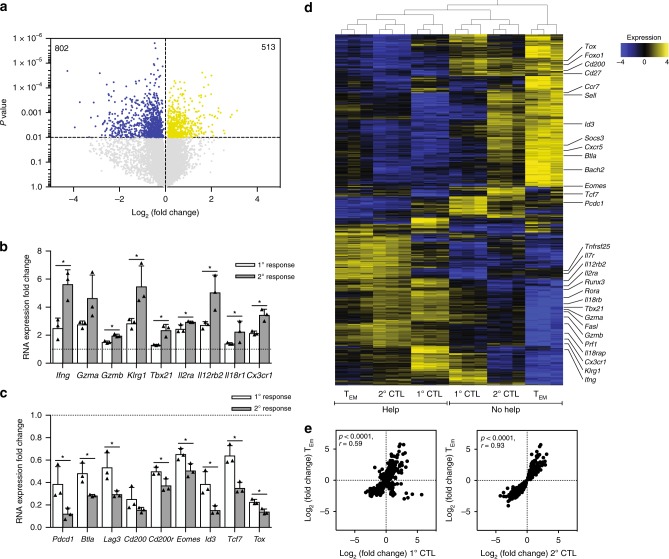
Helped memory CD8^+^ T cells express the Help signature genes after recall with MHC class I-restricted peptide only. Mice received primary vaccination with Help or No Help vaccine and were recalled at day 50 with No Help vaccine + LPS, as outlined in Fig. 1a. At day 10 of the secondary response, E7-specific CD8^+^ T cells were flow cytometrically isolated form the spleen (*n* = 3) and samples were processed for RNAseq. **a** Volcano plot depicting results of comparative transcriptome analysis of helped versus helpless secondary effectors. Blue and yellow dots indicate transcripts with significant differential expression between the two groups (*p* < 0.01) See also Supplementary Data 3. **b**, **c** Fold change in mRNA expression of a number of signature genes differentially expressed in the Help versus No Help setting of the primary response (1^o^), as determined before^20^ or the secondary response (2^o^), as determined here. **d** Hierarchical clustering of genes that were differentially expressed in the Help versus No Help groups in steady-state T_EM_ (Fig. 3), primary (1^o^) CTLs^20^ or secondary (2^o^) CTLs (**a**). Certain genes of known or suspected functional or diagnostic relevance are annotated. **e** Correlation between log_2_ fold changes in mRNA expression of genes differentially expressed in helped versus helpless T_EM_ cells and primary (1^o^) CTLs (left panel) or secondary (2^o^) CTLs (right panel). Error bars indicate SD, *p < 0.05 (unpaired two-tailed Student’s *t* test). Source data are provided as a Source Data file.

Next, we compared gene expression profiles of helped T_EM_ cells to those of helped primary and secondary effectors. Hierarchical clustering of differentially expressed genes revealed that expression profiles of helped secondary effectors were similar to those of T_EM_ cells that had received help during priming (Fig. 5d). Fold-changes of differentially expressed genes in the Help versus No Help setting were correlated between the T_EM_ population and primary effectors, and this correlation was even stronger between T_EM_ cells and secondary effectors (Fig. 5e). These findings suggest that helped secondary effectors are largely derived from helped T_EM_ cells.

Altogether, these data indicate that delivery of CD4^+^ T cell help during priming favor the formation of T_EM_ cells that maintain an imprint of help^20^ and can express the program characteristic of helped, more potent primary effectors upon recall with MHC class I restricted peptide only.

### Helped memory cells display epigenetic imprinting of help

The data outlined above argue that memory CTLs “remember” that they have been helped during priming and are consequently help-independent after recall. We characterized the epigenetic states of helped and helpless steady-state memory CTLs to examine a potential epigenetic basis for this. 

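Chromatin of E7-specific memory CD8+ T cells, which recognize a peptide of the human papilloma virus protein E7, was analysed from the spleens of 3 mice that had received the Help vaccine and 3 that had received the No Help vaccine, at day 100. The Help vaccine carries epitopes for CD4+ T cells next to the E7 epitope, and the No Help vaccine does not. Each of the 6 cell samples gave one H3K4me3 and one H3K27me3 immunoprecipitation, sequenced as a library, and an input library of chromatin without antibody. The authors aligned the reads to mm10 (GRCm38), kept reads of high mapping quality and called peaks in each library separately with MACS2 against input, as narrow peaks for H3K4me3 and as broad peaks for H3K27me3. The 12 deposited peak lists were used here. The 6 input libraries enter through the authors' peak calling and were not analysed here. Each peak has a position, a fold enrichment over the background, and a p and a q value on the -log10 scale, all of them the authors' own values, and a peak list says where a mark was called but not how many reads lie outside the peaks. From each list, the number of peaks and the length of genome under them were taken. Regions were compared between libraries after merging all peaks of a mark that overlapped by 1 bp or adjoined, and genes by the percent of the gene body plus 1000 bp upstream that peaks cover.
The paper lists between 1245361 and 1633685 reads for the H3K4me3 libraries and between 1514747 and 1688909 for the H3K27me3 libraries. The fold and the p-value of a narrow peak together fix the number of reads piled up at its summit and the background they were compared with, and this number came out whole for 100% of the peaks of all 6 H3K4me3 lists. The median pileup was between 19 and 22 reads per library. The lowest background of each list, taken with the preset mouse genome size of the peak caller and the narrowest peak of the list as fragment length, corresponds to 17900000, 18000000 and 19900000 reads for Help 1, 2 and 3, and to 16800000, 16300000 and 15000000 reads for No Help 1, 2 and 3. These estimates rest on that assumed genome size. The values reported from the peak lists use no read number. The libraries were sequenced on lanes 4 and 5, as marked on the lists. For H3K4me3, Help 1 and No Help 3 were on lane 4 and the others on lane 5. For H3K27me3, Help 2, No Help 1 and No Help 2 were on lane 4 and the others on lane 5. Every comparison of 3 against 3 libraries has a smallest possible p of 0.1 in an exact two-sided permutation test.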

Cells were isolated from spleen based on CD8 and H-2D^b^/E7_48-57_-tetramer staining at day 100 after vaccination. Given the low numbers of cells recovered, we used an ultra-low-input protocol for native chromatin immunoprecipitation (ULI-NChIP)^32^, with antibodies against H3K4me3 and H3K27me3. These two histone marks characterize permissive and repressed chromatin states that respectively favor and disfavor gene transcription^33^. After high throughput DNA sequencing, on average 54662 H3K4me3 and 104758 H3K27me3 peaks (FDR < 0.01) were identified in helped and helpless steady-state memory CTL samples. 

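The H3K4me3 lists held 59416, 43847 and 53987 peaks for Help 1, 2 and 3, and 56604, 56951 and 57167 peaks for No Help 1, 2 and 3. The mean was 52417 ± 7902 peaks (SD, n = 3) in helped and 56907 ± 284 (SD, n = 3) in helpless cells, a difference within the spread of the Help libraries (exact permutation test, two-sided, p = 0.4), and 54662 over all 6 libraries. All of these peaks had a -log10 q above 2, the value that corresponds to an FDR of 0.01. On lane 5, the 2 Help libraries held 48917 peaks on average and the 2 No Help libraries 56778, while on lane 4 the single Help library held more peaks than the single No Help library.
The H3K27me3 lists held 102898, 76976 and 105122 peaks for Help 1, 2 and 3, and 61456, 135261 and 146833 peaks for No Help 1, 2 and 3. The mean was 94999 ± 15648 peaks (SD, n = 3) in helped and 114517 ± 46315 (SD, n = 3) in helpless cells (exact permutation test, two-sided, p = 0.5), and 104758 over all 6 libraries. These lists reach down to a -log10 q just above 1, which corresponds to an FDR of about 0.1. For broad peaks q is an average over the region, so a filter on it is not a new call at that FDR. With only the peaks at a -log10 q of at least 2, the same libraries held 11772, 26720 and 43086 peaks in helped and 24573, 24823 and 20936 in helpless cells, a mean of 25318 over all 6, and the mean of the Help libraries became the higher one (exact permutation test, two-sided, p = 0.7). Within lanes, the Help libraries held fewer H3K27me3 peaks on average than the No Help libraries, 76976 (1 library) against 98359 (2 libraries) on lane 4 and 104010 (2 libraries) against 146833 (1 library) on lane 5.
Peaks covered less of the genome in helped than in helpless cells for H3K4me3, 28.5 ± 5.44 Mb against 37.1 ± 1.33 Mb (SD, n = 3 each). The groups did not overlap (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow), and the order held on each lane. The longest cover among the Help libraries was 33.1 Mb and the shortest among the No Help libraries 36.2 Mb. For H3K27me3, peaks covered 120 ± 28.4 Mb in helped and 167 ± 87.0 Mb in helpless cells (SD, n = 3 each; exact permutation test, two-sided, p = 0.5). No Help 1 had the shortest cover of all H3K27me3 libraries, 68.9 Mb, and No Help 3 the longest, 235 Mb. Without No Help 1, the cover of the H3K27me3 Help libraries lay below that of both remaining No Help libraries, with a mean difference of -96.6 Mb.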

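The genome was divided into 10 kb bins, as in the authors' PCA, and each library was described by log2(covered bp + 1) of its peaks in each bin. Peak cover stands here in place of the read counts of the authors' PCA, which the peak lists do not hold. For H3K4me3, 37241 bins held a peak in at least 1 library. The first principal component took 39.5% of the variance and parted the groups, with Help 1, 2 and 3 at -196, -419 and -146 and No Help 1, 2 and 3 at 190, 278 and 293. The total length under peaks also parted the groups and was lowest in Help 2, as on this component. A lower total cover may thus account for part of this component and of the distances below. The second component, with 21.0%, parted Help 1 from Help 2. The mean distance between libraries of different groups exceeded that between libraries of the same group by 119, more than in any other of the 10 ways to split the 6 libraries 3 against 3, the next highest being 12.0 (p = 0.1 from the exact count of splits, the smallest they allow). The bases under peaks shared by a pair of libraries were 71.7 to 73.9% of those under either library within the No Help group, 59.8 to 69.0% within the Help group and 54.4 to 68.6% between the groups.
For H3K27me3, 85087 bins held a peak. The first component took 45.7% of the variance and separated No Help 2 and No Help 3, at 766 and 1062, from the other 4 libraries, which lay between -814 (No Help 1) and -51.6 (Help 3). Along it, the libraries followed the order of their numbers of peaks, from No Help 1 with the fewest to No Help 3 with the most. The second component took 20.3%. The distance between the groups exceeded that within them by 84.9, and 3 of the 10 splits, the real one included, gave as large a value (p = 0.3 from the exact count of splits). The largest, 270, came from setting Help 1, Help 2 and No Help 1 against the rest. When each library was reduced to its 61456 peaks with the lowest p-values, as many as the smallest H3K27me3 library has, the split by vaccine gave the largest separation of the 10, 104. With the lists as deposited, the separation was -63.8 without Help 1, and 380 and the largest of its 10 splits without No Help 1. No Help 2 and No Help 3 shared 49.9% of the bases under peaks of either, and No Help 1 shared 29.7% and 26.2% with them. From its PCA on read counts, the paper states distinct profiles for both marks.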

Principal component analysis (PCA) showed that these CTL populations had distinct profiles for both epigenetic marks (Fig. 6a).

**Fig. 6:**
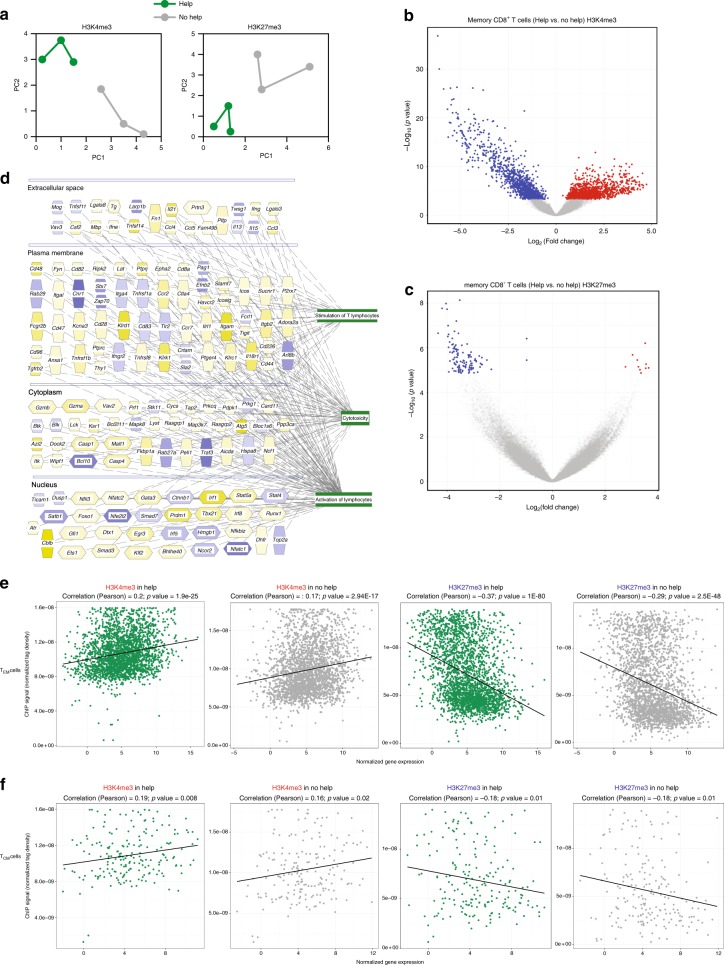
Help delivered during priming leaves an epigenetic imprint in steady-state memory cells. Mice (*n* = 3 per group) received Help or No Help vaccine on days 0, 3, and 6. At day 100, E7-specific memory CD8^+^ T cells were isolated from the spleens and subjected to ChIPseq analysis with antibodies against H3K4me3 and H3K27me3. **a** PCA plots depicting results of ChIPseq analysis. **b**, **c** Volcano plots depicting differentially modified regions (DMRs) as designated by H3K4me3 (**b**) or H3K27me3 (**c**) marks. Blue and red dots indicate DMRs with significant differential modifications (FDR < 0.05). **d** Molecules differentially modified by H3K4me3 in helped memory E7-specific CD8^+^ T cells, as assigned to functional categories and annotated for subcellular localization by IPA. **e**, **f** Correlation between differential mRNA expression in helped versus non-helped T_EM_ (**e**) and T_CM_ (**f**) cells and histone methylation in gene bodies and regions maximally 1 kb upstream from the TSS. Normalized tags of H3K4me3 and H3K27me3 are shown versus average normalized mRNA expression values in helped versus non-helped T_EM_ (**e**) and T_CM_ (**f**) cells (described in Fig. 5).

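Peaks of all 6 libraries merged into 67203 H3K4me3 regions, of which 28588 had a peak in every library, and into 194903 H3K27me3 regions, of which 19647 had a peak in every library and 101668 in 1 library alone. A region counted as called only in one group when all 3 libraries of that group had a peak in it and no library of the other group did. This compares presence of peaks and is not the authors' test of read counts in consensus peaks with DiffBind and edgeR. For H3K4me3, 136 regions were called only in helped and 1954 only in helpless cells. None of the other 9 splits of the 6 libraries gave more than 497 regions to either group. Each of them gave at least 162 to one group, always the group without Help 2. Groups of other splits that held Help 2, as the Help group does, had 85 regions or fewer, below 136. The other splits mix both vaccines, so they still hold part of the vaccine difference. With all libraries at 43847 peaks, the numbers were 172 and 1169. Help 2, the library with the fewest peaks, set the number for helped cells, which was 779 without it. On lane 5, 222 regions had a peak in both Help and in neither No Help library, and 5267 the reverse. On lane 4, with 1 library each, these numbers were 8889 and 10529.
For H3K27me3, 715 regions were called only in helped and 1253 only in helpless cells. Other splits gave up to 5873 regions to one group, and the split that follows the sequencing lanes gave 1573 regions to the libraries of lane 5. Within lane 4, 8056 regions were found only in the single Help library and 6228 only in both No Help libraries, and within lane 5, 5577 only in both Help libraries and 65018 only in the single No Help library. With all libraries at 61456 peaks, 1038 regions were called only in helped and 872 only in helpless cells, a total of 1910 that none of the other splits reached, the next being 1094, and the split by lane gave 519 and 253. Without No Help 1, 16932 regions were called only in helpless cells.

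**Figure D1:**
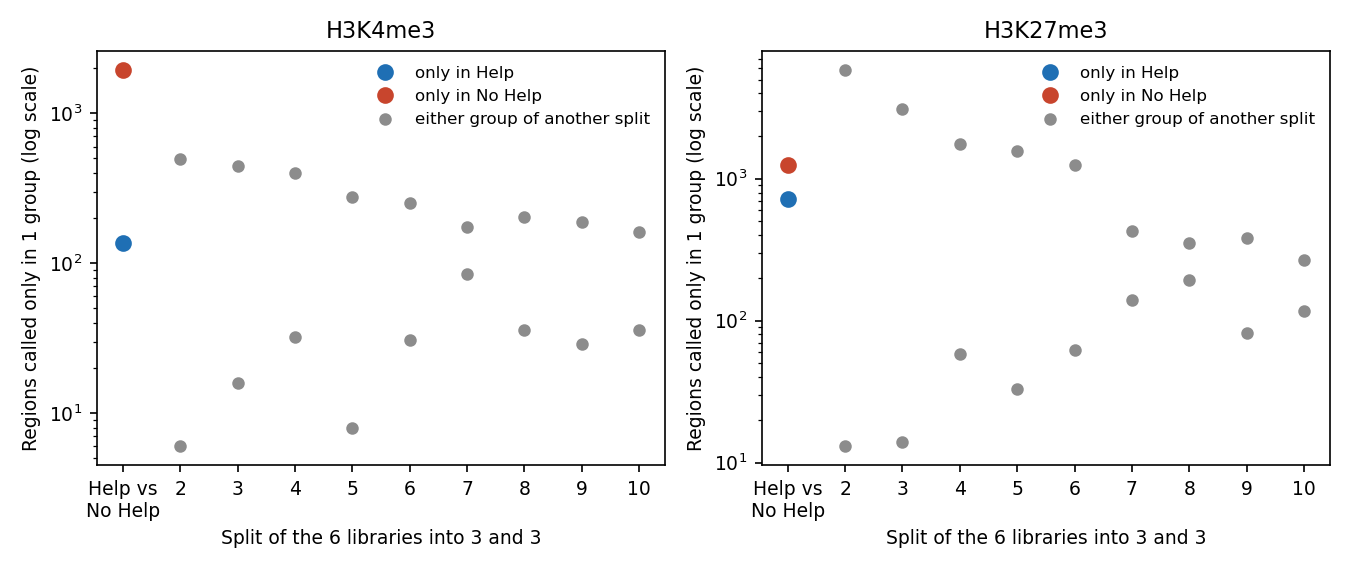
Number of merged regions with a peak in all 3 libraries of one group and in none of the other (y axis, log scale), for the split into Help and No Help and for the other 9 splits of the 6 libraries (x axis), H3K4me3 on the left and H3K27me3 on the right. For H3K4me3 the 1954 regions called only in helpless cells lie above every other split, and for H3K27me3 other splits reach 5873.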

We identified consensus peaks in chromatin of helped or helpless memory CTLs that contained significantly different amounts of H3K4me3 and H3K27me3 deposition (FDR < 0.05) (Fig. 6b, c, Supplementary Data 5, 6). These differentially modified regions (DMRs) were annotated to the nearest transcriptional start sites (TSSs). 

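The regions called only in one group were set against the nearest TSS of a protein-coding gene in GENCODE vM21, an annotation of GRCm38. Of the 28588 H3K4me3 regions found in all 6 libraries, 50.9% of those on assembled chromosomes lay within 1 kb of a TSS. Of all H3K4me3 regions on these chromosomes, 28.1% did. Of the 136 regions called only in helped cells 11.0% did, and of the 1954 called only in helpless cells 15.0% did. Their median distances to the nearest TSS were 25558 and 21344 bp. For H3K27me3, 27.4% of the regions found in all libraries, 8.11% of those called only in helped and 3.51% of those called only in helpless cells lay within 1 kb of a TSS. Of all H3K27me3 regions, 4.86% did, a share between those of the regions called only in helped and only in helpless cells.
The regions called only in helped cells that ranked highest by -log10 q in the list of their weakest library lay at Klrc1, Ccl5 and Klrg1 for H3K4me3. The region at Klrc1 (chromosome 6, 129677561 to 129678905, GRCm38) lies 68 bp downstream of the TSS, overlaps an exon, and had a fold enrichment of 13.4, 8.04 and 8.80 in Help 1, 2 and 3. The region at Ccl5 (chromosome 11, 83527930 to 83528830) lies 1688 bp downstream of the TSS, overlaps an exon, and had folds of 12.5, 7.47 and 9.20. The region at Klrg1 (chromosome 6, 122282037 to 122283279) spans the TSS and overlaps 71 bp of UTR, with folds of 6.95, 7.49 and 8.80. The 3 highest regions called only in helpless cells lay at Panx2 (chromosome 15, 89060121 to 89060523, on an exon), Lmx1b (chromosome 2, 33639802 to 33640224, intronic) and Ctnnd2 (chromosome 15, 30646360 to 30646748, on an exon), with folds between 9.63 and 16.2.
For H3K27me3, the highest regions called only in helped cells were an intronic one whose nearest TSS, at a distance of 56649 bp, is that of Gas8 (chromosome 8, 123575483 to 123575657), and intergenic ones nearest to Mllt3 (chromosome 4, 87716440 to 87716892) and Top2b (chromosome 14, 16347148 to 16348813), with folds between 3.47 and 4.52. Those called only in helpless cells included intergenic ones near Mpdz (chromosome 4, 81443065 to 81444177, 250 bp upstream of the TSS) and Smarcad1 (chromosome 6, 64996526 to 64997057), with folds between 3.06 and 5.68. Presence in 3 and absence in 3 libraries occurred at these numbers in other splits as well, for H3K27me3 in both directions. For H3K4me3 in helped cells, this held only for groups of other splits without Help 2.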

Genes that were significantly enriched in H3K4me3 marks in helped memory CTLs were assigned by IPA to the top functional categories (z-score > 2) “stimulation of T lymphocytes”, “cytotoxicity” and “activation of lymphocytes” (Fig. 6d). 

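The assignment to categories was made with IPA on the genes enriched in H3K4me3 in helped cells, and was not repeated here. Of the genes examined here by name, Gzma, Gzmb, Tbx21, Klrg1, Tcf7 and Il12rb2 have entries listed as higher in helped cells among the first 1998 of the 4643 rows of Supplementary Data 5. The paper's log2 ratio of Help to No Help was 2.50 at Gzma (chromosome 13, 113087191 to 113087591), 1.51 at Gzmb (chromosome 14, 56265962 to 56266362) and 2.59 at Tbx21 (chromosome 11, 97118248 to 97118648). In the peak lists, each of these 3 regions overlapped a peak in Help 1 and Help 3 and in no other library. All 3 lie outside the gene body plus 1000 bp upstream. Their listed distances are 6236 bp (Gzma), -3629 bp (Gzmb) and -2918 bp (Tbx21), where a minus sign means upstream. Klrg1 has 4 regions, also outside that window, with ratios of 4.43, 3.39, 2.06 and 1.00. The first 3 of them overlapped a peak in 2 of 3 Help and 0 of 3 No Help libraries, and the last (chromosome 6, 122292019 to 122292419) in 3 of 3 Help and 2 of 3 No Help libraries. The ratio was 0.99 at Tcf7 and 0.85 and 0.91 at Il12rb2, and these regions overlapped a peak in 2 or 3 of the No Help libraries.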

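H3K4me3 cover of the cytotoxic effector and transcription factor genes was measured as the percent of the gene body plus 1000 bp upstream that lies under peaks. Ifng (chromosome 10, 118441046 to 118445892, GRCm38) had 57.5, 19.9 and 24.1% in Help 1, 2 and 3 against 6.16, 6.52 and 10.2% in No Help 1, 2 and 3, that is 33.8 ± 20.6% against 7.64 ± 2.26% (SD, n = 3 each). Gzma (chromosome 13, 113093825 to 113100981) had 40.8 ± 11.4% against 10.2 ± 0.294%, and Gzmb (chromosome 14, 56258838 to 56262260) 47.2 ± 21.1% against 13.3 ± 1.49% (SD, n = 3 each). For these 3 genes every Help library lay above every No Help library (exact permutation test, two-sided, p = 0.1, the smallest possible, and 0.3 after Benjamini-Hochberg adjustment over 6 genes and 2 marks). In each No Help library the only peak at Ifng and at Gzmb lay over the TSS or just upstream of it, and in each Help library peaks also lay further into the gene body.
Prf1 (chromosome 10, 61297833 to 61304680) had 36.6 ± 13.7% in helped against 28.2 ± 6.77% in helpless cells (SD, n = 3 each; exact permutation test, two-sided, p = 0.4), Tbx21 (chromosome 11, 97098071 to 97115331) 31.3 ± 15.5% against 19.4 ± 1.22% (SD, n = 3 each; exact permutation test, p = 0.4), and Prdm1 (chromosome 10, 44437177 to 44528501) 10.4 ± 3.19% against 9.11 ± 0.286% (SD, n = 3 each; exact permutation test, p = 0.8). These differences were within the spread of the Help libraries, among which Help 2 was lowest for all 6 genes. Without Help 2, the remaining Help libraries lay above all No Help libraries for 5 of the 6 genes, Prdm1 being the exception, and without Help 1 the difference for Prdm1 changed sign, to -0.507 percentage points. Reducing each library to 43847 peaks left 3 genes with all Help libraries above. On lane 4, Help 1 exceeded No Help 3 at each of the 6 genes, and on lane 5 the Help and No Help libraries did not overlap for Ifng, Gzma and Gzmb.
No H3K27me3 peak lay in Ifng, Gzmb or Prf1 in any library, and in Gzma one lay in No Help 3 alone. Tbx21 was covered over 5.01, 3.92 and 11.6% in Help 1, 2 and 3 and over 12.7, 17.4 and 25.4% in No Help 1, 2 and 3, without overlap of the groups (exact permutation test, two-sided, p = 0.1, and 0.3 after Benjamini-Hochberg adjustment). With 10 kb on each side of the gene included, the groups overlapped. Prdm1 was covered over 52.8 ± 4.16% in helped and 59.8 ± 21.2% in helpless cells (SD, n = 3 each; exact permutation test, p = 0.6). From an open configuration of these genes, the paper proposes that the help gene expression program was opened in helped memory cells.

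**Figure D2:**
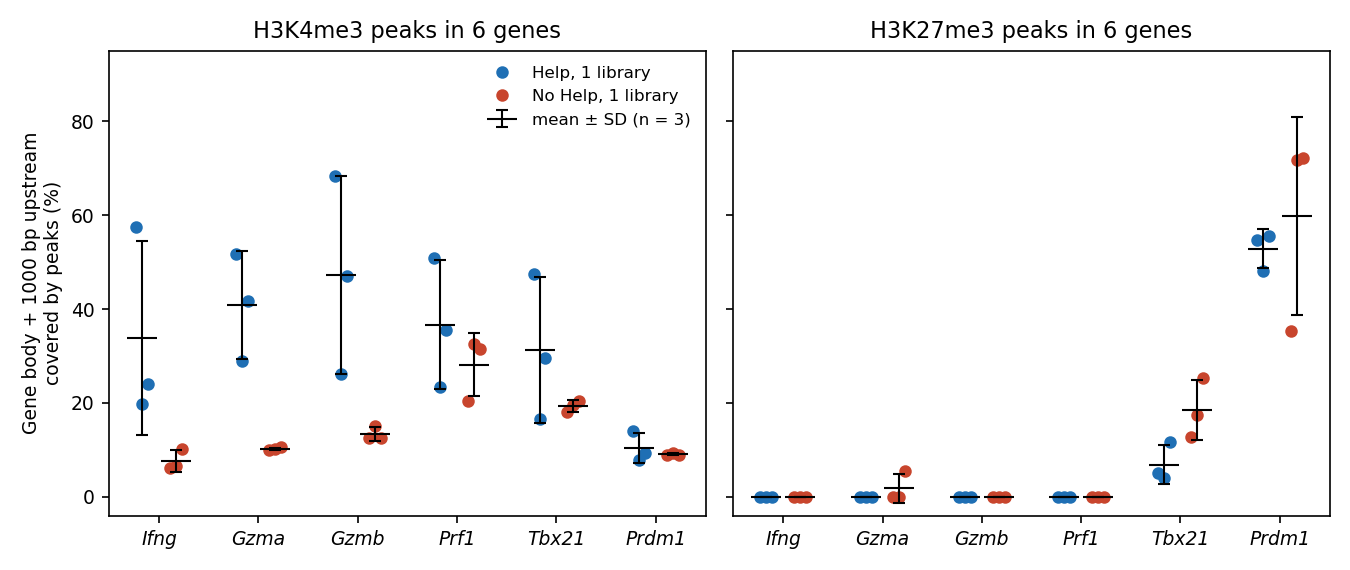
Percent of the gene body plus 1000 bp upstream under H3K4me3 peaks (left) and H3K27me3 peaks (right) for 6 genes. Points are single libraries, blue for Help and red for No Help, and bars are mean ± SD (n = 3). The H3K4me3 points of Ifng, Gzma and Gzmb do not overlap between the groups, and those of Prf1, Tbx21 and Prdm1 do.

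**Figure D3:**
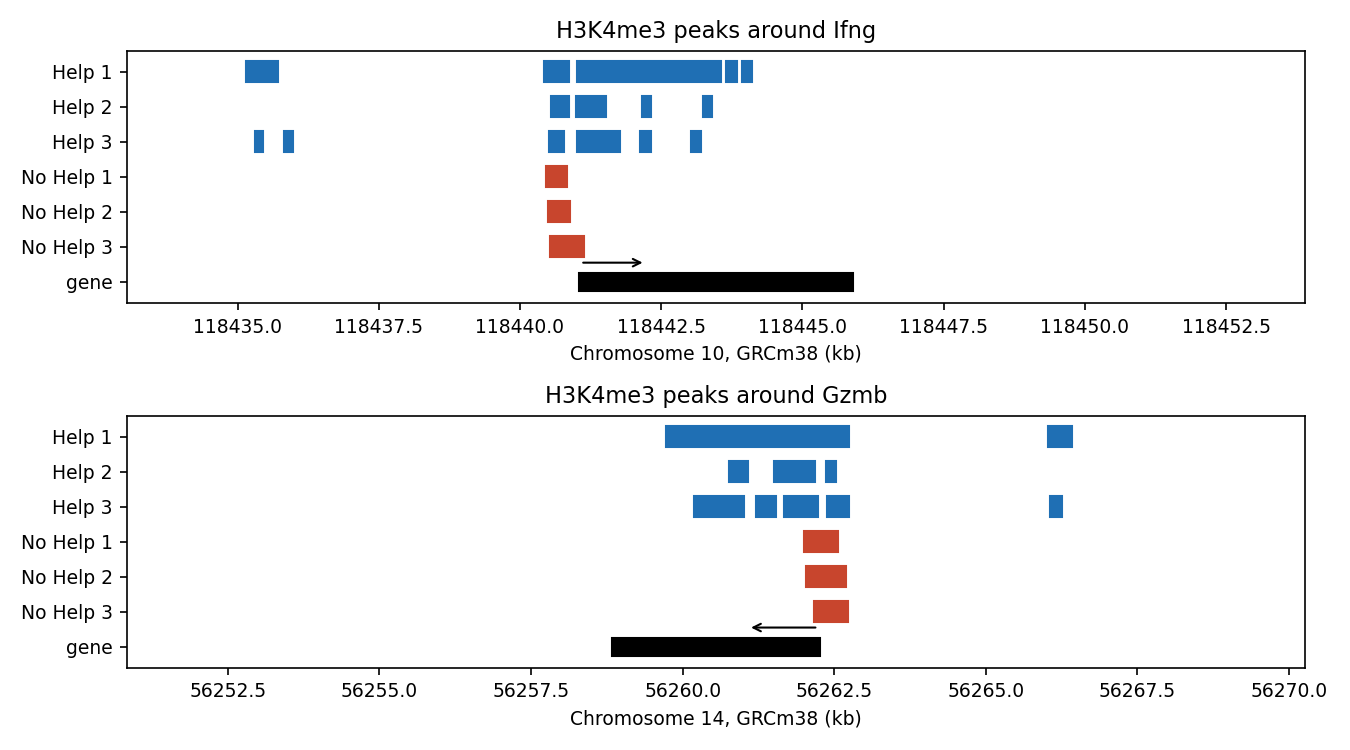
Position of H3K4me3 peaks (boxes) in each of the 6 libraries around Ifng and Gzmb, with the gene in black and an arrow at the TSS in the direction of transcription. The x axes give the position on chromosomes 10 and 14 of GRCm38 in kb. Peaks of the No Help libraries lie over the TSS or just upstream of it, and peaks of the Help libraries also lie further into the gene.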

The epigenetic marks were congruent with the previously defined help gene expression program^20^ being opened in helped memory cells, as indicated by an open configuration of *Ifng, Gzma Gzmb, Prf1* genes encoding cytotoxic effector molecules and transcription factors *Tbx21 and Prdm1* (Fig. 6d). 

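The peak cover of gene body plus 1000 bp upstream, averaged over the 3 libraries of a group, was set against the mean log2 mRNA level of the same vaccine group that the paper lists for T_CM and T_EM cells. The marks were measured in total memory cells and the mRNA in sorted subsets. All correlations are across genes, which are not independent replicates. Of the 193 genes differentially expressed in T_CM cells, 192 were found in the annotation. For H3K4me3, Pearson's r was 0.0609 in helped (permutation p = 0.401) and 0.0578 in helpless cells (permutation p = 0.426), and Spearman's rho 0.204 (permutation p = 0.00448) and 0.1704 (permutation p = 0.0185). For H3K27me3, r was -0.137 in helped (permutation p = 0.0575) and -0.0952 in helpless cells (permutation p = 0.1901), and rho -0.154 (permutation p = 0.0336) and -0.0982 (permutation p = 0.177). After Benjamini-Hochberg adjustment over the 4 comparisons of each coefficient, the p-values of r were 0.230 or above and those of rho were 0.0179, 0.0370, 0.0448 and 0.177 in the same order. A window of 2 kb on each side of the TSS in place of the gene body moved r of H3K4me3 most, to 0.381 in helped and 0.310 in helpless cells.
For T_EM cells, the first 1998 of the 2522 listed genes were held, 1989 of them found in the annotation, and no test was made on this part of the list. Pearson's r was 0.126 in helped and 0.0751 in helpless cells for H3K4me3, and -0.1798 and -0.186 for H3K27me3. Spearman's rho was 0.181 and 0.127, and -0.268 and -0.186. Single libraries gave r between 0.0678 and 0.135 for H3K4me3 and between -0.160 and -0.185 for H3K27me3. In a comparison chosen after these values were seen, the difference in cover between helped and helpless cells was set against the log2 fold change of mRNA. In the held T_EM genes, r was 0.357 for H3K4me3 and -0.234 for H3K27me3. The 9 pairs of a Help and a No Help library, which share libraries and are not independent, gave r from 0.129 to 0.448 for H3K4me3 and from -0.228 to -0.0847 for H3K27me3. Pairs of the same group gave r of up to 0.327 and 0.178 in size. Mean H3K4me3 cover was lower in helped cells both for the 1081 genes with higher mRNA (-0.962 percentage points) and for the 908 with lower mRNA (-3.07). The total length of genome under H3K4me3 peaks was lower in all Help libraries as well. In T_CM genes, r was 0.0815 for H3K4me3 (permutation p = 0.256) and 0.000855 for H3K27me3 (permutation p = 0.990).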

H3K4me3 deposition positively correlated with differential mRNA expression in helped versus helpless steady-state T_EM_ and T_CM_ cells, while H3K27me3 deposition negatively correlated with differential mRNA expression in these populations (Fig. 6e, f). These data argue that CD4^+^ T cell help brings about epigenetic changes that allow memory CTLs to display a helped phenotype at steady state and after recall in the absence of help signals.

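Besides the effector genes, 23 further genes that the text names were examined in the same way, with Faslg under its annotated symbol Fasl. For H3K4me3, all Help libraries lay above all No Help libraries for 2 of them. Klrg1 was covered over 16.9, 2.60 and 6.51% in Help 1, 2 and 3 and had no peak in this window in any No Help library, and Fasl was covered over 33.1 ± 9.32% in helped and 15.6 ± 1.68% in helpless cells (SD, n = 3 each). All Help libraries lay below all No Help libraries for 4 genes, Btla (12.3 ± 1.28% against 20.8 ± 2.27%), Tcf7 (53.0 ± 8.69% against 62.2 ± 3.01%), Tox (2.30 ± 0.275% against 3.39 ± 0.375%) and Cd200 (4.13 ± 0.427% against 5.41 ± 0.290%; SD, n = 3 each). Each of these 6 has p = 0.1 in the exact two-sided permutation test, which gives each direction 5% of genes by chance. That share does not take into account that H3K4me3 peaks covered less of the genome in all Help than in all No Help libraries. The lower cover of the 4 genes thus need not be specific to them. The groups overlapped for the other 17 genes. For H3K27me3, the groups overlapped for all 23 genes, 10 of which had no peak in any library. The cover of Klrg1 by H3K27me3 was 0, 0 and 7.01% in Help 1, 2 and 3 and 6.04, 41.3 and 57.3% in No Help 1, 2 and 3. From the epigenetic profiles, the marks at effector genes and the correlation of the marks with mRNA, the paper argues that help leaves changes that allow a helped phenotype.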

## Discussion

Therapeutic vaccines against cancer or pathogens aim to raise CTL responses. A historical disconnect between the fields of vaccinology and immunology has reportedly delayed the development of effective synthetic T cell inducing vaccines^34,35^. Vaccinology currently focuses on incorporating innate DC-activating signals into such vaccines^35^. However, helper epitopes must also be included^36^. Moreover, it should be ensured that both CTL- and helper epitopes reach the appropriate DCs^37,38^. Recent intravital imaging studies showed CD4^+^ T cell help is transmitted from a CD4^+^ T cell to the CD8^+^ T cell by a lymph node-resident cDC1^18,39^. This event occurs during a second step of priming, after the naïve CD8^+^ and CD4^+^ T cells have been activated by a (migratory) conventional (c)DC1, or cDC2, respectively, that has been stimulated by innate signals^17,18,39,40^.

The help signals lead to upregulation of IL-12 or IL-15 and the costimulatory ligands CD80/86 and CD70 on the LN-resident cDC1^15,17^. As a result, the CD8^+^ T cell receives costimulatory input via CD28, CD27 and cytokine receptors that lead to optimal CTL effector differentiation^17,20^. The consensus has been that primary CTL responses benefit from help only when innate DC-activating signals are lacking^41^. However, we have recently demonstrated by transcriptome analysis that CD4^+^ T cell help optimizes the quality of the primary CTL response after both DNA vaccination and virus infection, by similar molecular mechanisms^20^.

CD4^+^ T cell help optimizes many intrinsic properties of the CTL, including its cytotoxic, migratory and invasive capacities^20^. We determined that the second step of priming is a “checkpoint” for CTL functionality, since CTLs raised in the absence of help had an overall dysfunctional phenotype, characterized by low expression of cytotoxic effector molecules and increased expression of PD-1, BTLA and other coinhibitory molecules at the cell surface, which prevented them from killing target cells. The impact of help on the primary CTL effector capabilities as demonstrated in our study was not vaccination model-specific, but had a general validity. We showed in the same study that the helped versus helpless gene expression profile could also be identified by transcriptomics in CTLs raised against the acute virus strain LCMV-Armstrong. Moreover, the same traits were identified by gene array in a different vaccination model by other researchers^42^.

Pioneering studies showed that CD4^+^ T cell help delivered during priming promotes formation and maintenance of the memory CD8^+^ T cell pool, but this was not specified to memory T cell subsets at the time^43,44^. We show here that CD4^+^ T cell help primarily increases the steady-state CD8^+^ T_EM_ cell pool and has a relatively minor effect on the T_CM_ pool. IL-15 receptor signaling upregulates anti-apoptotic Bcl-2 proteins and has been implicated in the survival of memory CD8^+^ T cells^45,46^. We found that CD4^+^ T cell help increased expression of the IL-2Rβ (CD122) chain on steady-state CD8^+^ T_CM_ cells and not on T_EM_ cells. Accordingly, IL-15 drove the maintenance of helped T_CM_ cells, but not T_EM_ cells, in agreement with earlier findings^46^. This result suggests, in agreement with another report^47^, that T_EM_ cells rely on other, yet undefined, help-dependent mechanisms for their long-term survival.

Helped T_EM_ cells had upregulated transcripts encoding many molecules implicated in cytotoxic functions, including Granzyme A and B, Perforin, Fas ligand, Trail and IFNγ. Increased “surveillance” activity was also suggested by upregulation of transcripts encoding inflammasome components Pycard (Asc), Caspase-1 and NOD-like receptors that regulate IL-1 production^29^. Memory CD8^+^ T cells are known to acquire functional properties characteristic of innate immune cells, allowing them to protect against pathogens unrelated to the ones responsible for priming^27,28^. In specific cellular niches, these pathogens would evoke the production of cytokines that locally activate memory CD8^+^ T cells, reportedly to produce IFNγ^2^. In memory CD8^+^ T cells, a pool of presynthesized *Ifng* mRNA is available that is freed for rapid translation into protein upon recall^12^. A combination of IL-12 and IL-18 was found to be particularly potent in inducing antigen-independent IFNγ production by memory CD8^+^ T cells^27^. We accordingly found that helped memory CD8^+^ T cells responded to combined stimulation by IL-12 and IL-18 by IFNγ and Granzyme B protein production. We did not specify in these experiments whether T_EM_ cells were responsible for this response, but this is likely, because T_EM_ (and not T_CM_) cells showed help-dependent upregulation of IL-12Rβ and IL18Rα chains, and previous studies have demonstrated that T_EM_ cells are more responsive to IL-12 than T_CM_ cells^48^. We also show that helped memory cells responded in vivo—in an IL-12-dependent manner—to recall by non-cognate antigen. The intra-epidermal vaccination procedure presumably evokes a cytokine alert in the keratinocytes where the vaccine DNA is expressed^37^, which explains this response. The ability of helped T_EM_ cells to mount more efficient innate recall responses than helpless T_EM_ cells may not only be due to increased expression of specific cytokine receptors, but also to other cell-intrinsic alterations, which we show here to be many.

We performed epigenetic analysis on total steady-state CD8^+^ memory T cells, since the cell input was too small to do this for separate T_EM_ and T_CM_ subsets. However, the genes that were epigenetically altered as a result of help signals were differentially expressed in T_EM_ cells and not in T_CM_ cells. This result argues that primarily the T_EM_ cell pool was epigenetically modified as a result of help signals delivered during priming. 

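Of Ifng, Gzma, Gzmb, Prf1, Tbx21 and Prdm1, all 6 are among the held rows of the paper's list of genes differentially expressed in T_EM cells, and only Prf1 is in its complete list of 193 genes for T_CM cells. The paper's linear fold change of mRNA (Help over No Help) in T_EM cells was 24.8 for Gzma, 18.1 for Gzmb, 6.29 for Tbx21, 4.76 for Prf1, 4.34 for Ifng and 3.17 for Prdm1, and for Prf1 in T_CM cells it was 1.52. The 3 genes whose H3K4me3 cover did not overlap between helped and helpless cells, Gzma, Gzmb and Ifng, are thus listed for T_EM cells only, with differences in mean cover of 30.6, 33.9 and 26.2 percentage points. The chromatin was that of total memory cells, so the peak lists do not assign these differences to a subset. From the lists of expressed genes, the paper reasons that primarily the T_EM pool was modified.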

The genes that were epigenetically modified to facilitate transcription fell in the functional categories “stimulation/activation of lymphocytes” and “cytotoxicity”, again indicating a higher alert state of helped T_EM_ cells. The epigenetic marks correlated with gene expression. Helped T_EM_ cells were transcriptionally distinct from either helped or helpless T_CM_ cells (Fig. 3c), indicating that they constituted cells with a unique differentiation state.

Once helped during priming, memory CD8^+^ T cells no longer require help to undergo secondary expansion upon recall with cognate antigen^43,44,49,50^. In our vaccination model, TLR stimulation by LPS was required to recall helped memory CD8^+^ T cells with the No Help vaccine. Likely, this promoted antigen presentation and/or other functions of DCs that play a key role in initiating secondary T cell responses^51^. Helped memory CD8^+^ T cells were superior over their helpless counterparts in secondary expansion and cytotoxicity, due to cell-intrinsic mechanisms. This memory programming of CD8^+^ T cells by CD4^+^ T cell help has been described many years ago^13^, but we identify here its molecular basis. Helped memory CTLs expressed, after recall in absence of help signals, the signature gene set identified in helped primary CTLs. The gene signature characteristic for helped secondary effectors was in large part already present in steady-state helped T_EM_ cells (Fig. 5d). These data, together with the epigenetic data we provide, argue that CD8^+^ T cells acquire, as a result of help signals delivered during priming, a unique T_EM_ cell differentiation program that allows them to perform specific surveillance functions at steady-state and to display a helped gene expression program after recall in the absence of help signals.

## Methods

### Mice

Gender-matched, 7–9-week-old mice were maintained under specific-pathogen free conditions, in accordance with national regulations for animal testing and research. Ethical approval for this study was granted by the institutional Experimental Animal Committee (DEC) of the Netherlands Cancer Institute. C57BL/6JRj mice were purchased from Janvier Laboratories. CD45.1^+^ and OT-I;CD45.1^+^ mice were bred in-house.

### Vaccination

For vaccination, we used the HELP-E7SH and E7SH DNA vaccines^21,22^. OVA DNA vaccines were generated by the C-terminal addition of the OVA_257-264_ coding sequence to the HELP-E7SH and E7SH DNA constructs. For DNA “tattoo” vaccination, the hair on a hind leg was removed using depilating cream (Veet) on day −1. On days 0, 3, and 6, mice were anesthetized, and 15 μl of a 2 mg/ml DNA solution in 10 mM Tris-HCl, 1 mM EDTA, pH 8.0, was applied to the hairless skin with a Permanent Make Up tattoo machine (Amiea, MT Derm GmbH), using a sterile disposable nine-needle bar with a needle depth of 1 mm and oscillating at a frequency of 100 Hz for 45 s. For rechallenge (at day 50 after primary vaccination), the hair removal step was repeated, and mice received a single DNA tattoo and an i.p. injection with 5 μg LPS from E. coli 055:B5 (Sigma) in 100 μl Hank’s Buffered Salt Solution (HBSS) on the next day (day 0, rechallenge).

### Antibody treatments

Neutralizing mAb to IL-15 (GRW15PLZ, Thermo Fisher Scientific) was injected i.p as described^52^ at 5 μg per injection, three times per week from day 20 to day 50 after primary vaccination. Neutralizing mAb to IL-12p75 (R2-9A5, Bio X Cell) or isotype control mAb (LTF-2, Bio X Cell) were injected i.p. at 500 μg per mouse in 100 μl HBSS on days 0, 3, 6, and 9.

### Tissue preparation and flow cytometry

Peripheral blood cells were obtained by tail bleeding; spleen, inguinal lymph nodes, and bone marrow were passed through a 70 μm cell strainer (BD Falcon). After erythrocyte lysis, cell suspensions were washed and stained with relevant mAbs and phycoerythrin-conjugated H-2D^b^/E7_49-57_ or H-2K^b^/OVA_257-264_ tetramers. For intracellular staining of transcription factors, cells were fixed and permeabilized with the FOXP3/transcription factor staining buffer set (Thermo Fisher Scientific). Flow cytometry was performed using the LSRFortessa (BD Biosciences) and data were analyzed with FlowJo software (Tree Star Inc.). Live cells were selected based on near-infra red dye (Life Technologies) exclusion. Antibody details are listed in Supplementary Data 8.

### Isolation of antigen-specific CD8^+^ T cells

At day 50 or 100 after primary vaccination, or at day 10 after secondary vaccination, mice were sacrificed, spleens were isolated and passed through 70 μm cell strainer (BD Falcon). After erythrocyte lysis, cell suspensions were washed, stained with anti-CD8α mAb (53-6.7, eBioscience), anti-CD44 (IM7, eBioscience) and anti-CD62L (MEL-14, BD Pharmingen) and PE-conjugated H-2D^b^/E7_49-57_ or H-2K^b^/OVA_257-264_ tetramers and sorted on a BD FACSAria Fusion cell sorter. Live cells were selected based on propidium iodide exclusion. All samples were maintained at 4^o^C for the duration of the sort, and purity was at 95%-98% for all samples. Isolated cells were subsequently used for in vivo, in vitro, RNAseq or ChIPseq assays.

### In vivo cytotoxicity assay

Splenocytes from naive mice were labeled ex vivo with 0.1 μM carboxyfluorescein succinimidyl ester (CFSE; Life Technologies) and pulsed with 5 μM E7_49-57_ peptide (specific target) or labeled with 1 μM CFSE and left unpulsed (control). Subsequently, 5 × 10^6^ cells of each population were injected retro-orbitally (r.o.) in the same recipient mouse, and 16 h later, spleens were analyzed by flow cytometry. Percent killing was calculated as follows: 100 − ([(% specific targets in vaccinated recipients/% control targets in vaccinated recipients)/(% specific targets in control recipients/% control targets in control recipients)] × 100).

### In vitro cytotoxicity assay

To create target cells, splenocytes from naïve mice were labeled with 0.1 μM Cell Trace Violet (CTV; Thermo Fisher Scientific) and pulsed with 5 μM E7_49-57_ peptide (specific target) or labeled with 1 μM CFSE (Thermo Fisher Scientific) and left unpulsed (control target). Subsequently, 5000 ex vivo isolated H-2D^b^/E7_49-57_-specific CD8^+^ T cells were mixed with equal numbers of the two target cell populations in 1:1 ratio and incubated at 37 °C, 5% CO_2_ for 12 h. Cells were then analyzed by flow cytometry. Percent killing was calculated as follows: 100 − ([(% specific targets /% control targets)/(% control targets in absence of effectors/% specific targets in absence of effectors)] × 100).

### Adoptive transfer experiments

E7-specific memory CD8^+^ T cells that had been flow cytometrically sorted ex vivo with MHC tetramers were injected at 1 × 10^5^ cells per mouse r.o. into naïve WT C57BL/6 mice. Naïve OT-I CD8^+^ T cells that carry a transgenic Vα2/Vβ5 TCR specific for H-2K^b^/OVA_257-264_ were purified to 95% homogeneity form spleens of OT-1;CD45.1^+^ mice with the CD8^+^ T cell Isolation Kit (Miltenyi Biotec) and injected r.o. into WT C57BL/6 mice at 1.5 × 10^5^ cells per mouse. One day later, mice received DNA vaccination, unless indicated otherwise.

### In vitro restimulation assay

Prior to cytokine detection with the BD Cytofix/Cytoperm Kit (BD Biosciences), cells were incubated for 16 h with or without E7_49-57_ peptide (RAHYNIVTF) or for 5 h with 5 ng/ml recombinant IL-12 p70 (Thermo Fisher Scientific) and 10 ng/ml IL-18 (MBL) in the presence of GolgiPlug in IMDM with 8% FCS or GolgiPlug in medium alone.

### RNA sequencing

For isolation of T_CM_ and T_EM_ cells, H-2D^b^/E7_49-57_-specific CD8^+^ T cells were flow cytometrically sorted based on anti-CD8, anti-CD62L, anti-CD44 and tetramer staining from three mice per experimental group. Cells were resuspended in Trizol (Ambion Life Technologies) and total RNA was extracted according to the manufacturer’s protocol. Quality and quantity of the total RNA was assessed by the 2100 Bioanalyzer using a Nano chip (Agilent). Only RNA samples having an RNA Integrity Number (RIN) > 8 were subjected to library generation. Strand-specific cDNA libraries were generated using the TruSeq Stranded mRNA sample preparation kit (Illumina) according to the manufacturer’s protocol. The libraries were analyzed for size and quantity of cDNAs on a 2100 Bioanalyzer using a 7500 chip (Agilent), diluted and pooled at 10 nM in multiplex sequencing pools. The libraries were sequenced as 50 base single reads in two lanes on a HiSeq2500 with V3 chemistry (Illumina).

### Chromatin immunoprecipitation sequencing

Between 6 and 9 × 10^4^ E7-specific memory CD8^+^ T cells per sample were subjected to ULI-NChIP procedure^32^. For each immunoprecipitation, 0.25 μg of αH3K4me3 mAb (#9272, Cell Singaling Technology), or 0.25 μg of αH3K27me3 mAb (C15410069, Diagenode) was used. Input DNA for each sample was used as a control. Quality control metrics of Chromatin immunoprecipitation sequencing (ChIPseq) experiment are summarized in Supplementary Data 7.

### RNAseq analysis

Illumina adapter sequences were trimmed from Fastq files using trimmomatic (v. 0.36) with 4-base wide sliding window, to trim reads when the average quality per base drops below 15. Any reads remaining below ≤36 bases long were filtered out. Adapter-trimmed files were aligned to GRCm38.77 with STAR (v. 2.5.3a). Using the genes (GRCm38.77.gtf), HTSeq-count was used in intersection-strict mode for exon feature type to generate a count matrix for all samples. Differential expression analysis was performed using Qlucore Omics Explorer (v. 3.4). Genes with less than 5 reads in at least one of the samples were discarded. Mapping quality threshold was set to 10. TNM normalization method was applied. Differential expression with two-group comparison was considered significant at *P* < 0.01. GSEA was performed using Qlucore Omics Explorer. Functional classification of the genes and identification of enriched signaling pathways was performed using IPA software (Qiagen).

### ChIPseq analysis

Single-end fastq files were aligned to mm10 (GrCm38.77) using bwa (v. 0.7.17). Resulting alignments were filtered for mapping quality > MQ20 using samtools (v. 1.5). Peak calling for H3K27me3 ChIP-seq was performed using MACS2 (v. 2.1.1) with detection for broad peaks using input for normalization. For H3K4me3 we performed narrow peak calling using MACS (v. 2.1.1) with input normalization. For differential binding, we used the R package Diffbind (v. 2.2.1) to determine differentially bound peaks found in all replicates for “No Help” vs “Help” with the EdgeR method. We annotated the bound regions using BEDTools (v. 2.17.0) closest Bed reporting the first feature against a file of genes and locations determined from GRCm38.77 gtf file selecting for “gene_name”. To show correlation of ChIP-sequencing tags versus mRNA expression, we merged the replicates for each cell type using samtools and counted reads in the gene body including 1000 bp upstream from the TSS from the merged alignments. Data were normalized by dividing by region size and library read count. For each gene, normalized tags are shown versus average normalized gene expression values for “No Help” vs “Help” cell types of both ChIP-sequencing marks (H3K27me3 and H3K4me3). Table for quality control metrics was produced with the R package ChIPQC for ChIP-seq experiments. To generate PCA plots, reads were counted in 10 kb bins across the genome for each sample using deepTools (v. 2.5.7) multiBamSummary bins function. The binned counts were output to a table and log transformed. PCA was carried out on these data using R function prcomp.

### Statistical analysis

Data was analyzed with GraphPad Prism software using unpaired two-tailed Student’s t or one-way ANOVA test. Error bars in figures indicate SD. A *P* value < 0.05 was considered statistically significant; *P < 0.05, **P < 0.005, ***P < 0.001 and ****P < 0.0001.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

## Data Availability

RNAseq and ChIPseq data have been deposited in the GEO database under the accession code GSE118160 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE118160]. All other data supporting findings in this study are available from the corresponding author upon request.

## Source data

Source Data

# Supplementary material for: CD4+ T cell help creates memory CD8+ T cells with innate and help-independent recall capacities
**Source:** Nat Commun. 2019 Dec 4;10:5531. doi: 10.1038/s41467-019-13438-1
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

CD4<sup>+</sup> T cell help creates memory CD8<sup>+</sup> T cells with innate and help-independent recall capacities

Ahrends *et al.*

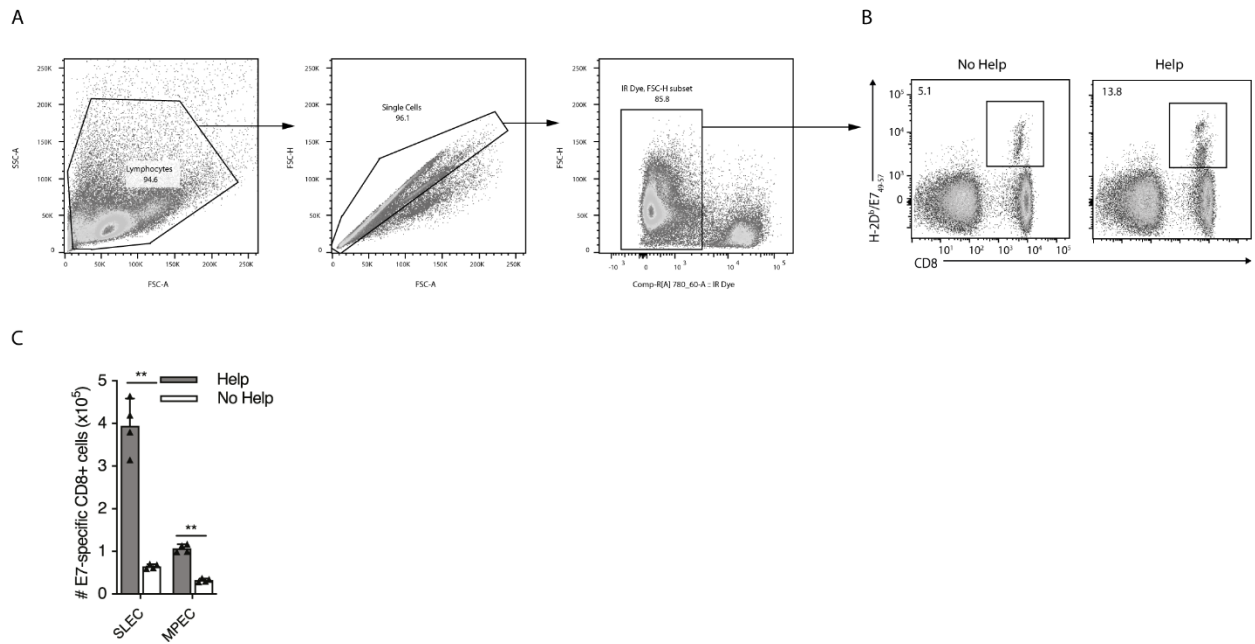

**Supplementary Figure 1.** (A, B, C) Mice (n=4 per group) were vaccinated as described for Figure 1. (A) Representative flow cytometry gating strategy. 3 initial steps of the gating strategy were used in all experiments. (B) Representative flow cytometric plots indicating in the boxes H-2D<sup>b</sup>/E7<sub>49-57</sub> (E7)-specific CD8<sup>+</sup> T cells as measured in the spleen at the peak of the primary response (day 10). (B) Absolute numbers (#) of E7-specific CD8<sup>+</sup> T cells among CD127<sup>+</sup>KLRG1<sup>+</sup> SLECs and CD127<sup>+</sup>KLRG1<sup>-</sup> MPECs, as measured in the spleen at day 10 after primary vaccination. Error bars indicate SD, \*\*p < 0.01 (unpaired two-tailed Student's t test). Source data are provided as a Source Data file.

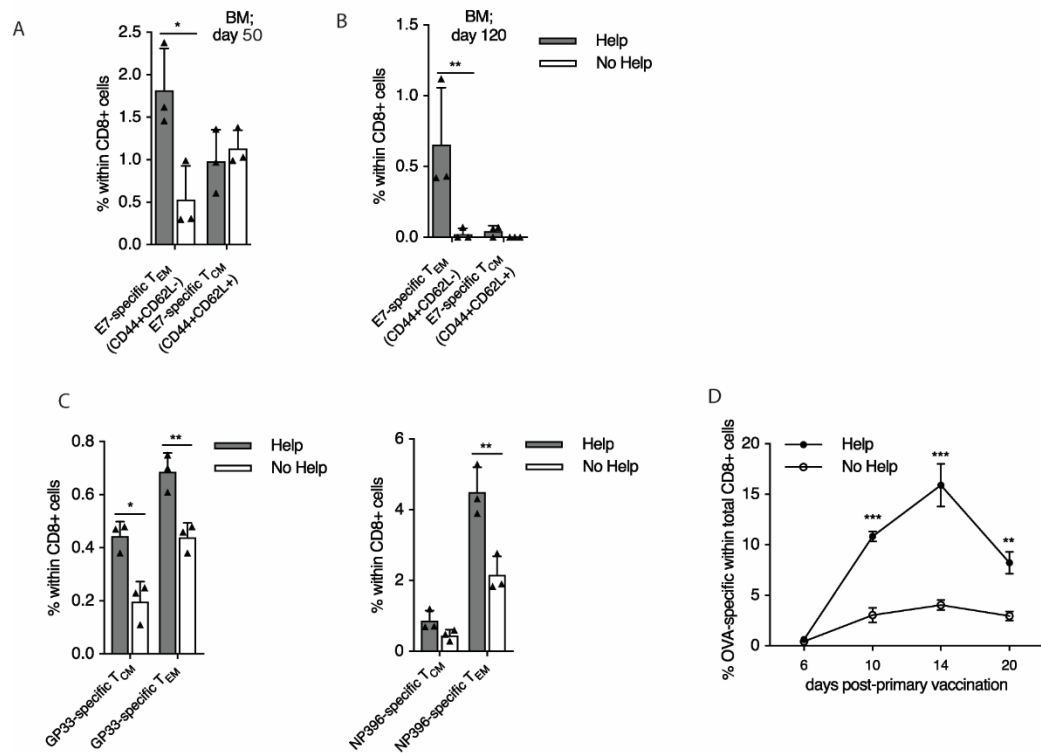

**Supplementary Figure 2.** (A,B) Mice (n=5 per group) received Help or No Help vaccine on days 0, 3 and 6 and were analyzed on days 50 or 120. Quantification of frequencies of E7-specific CD44<sup>+</sup>CD62<sup>-</sup> T<sub>EM</sub> and CD44<sup>+</sup>CD62<sup>+</sup> T<sub>CM</sub> phenotype CD8<sup>+</sup> T cells determined in BM at day 50 (A) and day 120 (B). (C) Mice were infected with 10<sup>5</sup> PFU of LCMV Armstrong i.p. At day 2 before and days 2 and 4 after the infection, mice were injected i.v. with depleting anti-CD4 mAb (GK1.5) at 200 µg per mouse (No Help) or with isotype control antibody (Help). Graphs indicate frequencies of GP33- and NP396-specific T<sub>EM</sub> (CD62L<sup>-</sup>CD44<sup>+</sup>) and T<sub>CM</sub> (CD62L<sup>+</sup>CD44<sup>+</sup>) cells at day 50 post-infection. (D) CD45.1<sup>+</sup> OT-I T cells were adoptively transferred into CD45.2<sup>+</sup> recipient mice (n=5 per group) that 1 day later received OVA-encoding Help or No Help pDNA vaccine. Depicted is the percentage of H-2K<sup>b</sup>/OVA<sub>257-264</sub> tetramer<sup>+</sup> cells among total CD8<sup>+</sup> T cells in the blood at the indicated days after the vaccination. Error bars indicate SD, \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001 (unpaired two-tailed Student's t test). Source data are provided as a Source Data file.

# Supplementary material for: CD4+ T cell help creates memory CD8+ T cells with innate and help-independent recall capacities
**Source:** Nat Commun. 2019 Dec 4;10:5531. doi: 10.1038/s41467-019-13438-1
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated
- ☐ ☒ Clearly defined error bars  
*State explicitly what error bars represent (e.g. SD, SE, CI)*

Our web collection on [statistics for biologists](#) may be useful.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Flow cytometry data were acquired with BD FACSDIVA software (v8).  
RNAseq and ChIPseq data were collected on Illumina HighSeq2500 sequencer.

#### Data analysis

RNAseq data were analyzed with trimmomatic (v 0.36), STAR (v. 2.5.3a) and Qlucore Omics Explorer (v 3.4), BiNGO plugin (v 3.0.3) in Cytoscape (v 3.4.0) and Ingenuity Pathway Analysis software.  
ChIPseq data were analyzed with the use of following packages: bwa (v 0.7.17), samtools (v 1.5), MACS2 (v 2.1.1), Diffbind (v 2.2.1), BEDTools (v 2.17.0), deepTools (v 2.5.7) and EaSeq.  
Statistical analysis was performed with GraphPad Prism software (v 7).  
Flow cytometry data were analyzed with FlowJo software (v 10).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RNAseq data and ChIPseq data are available in the GEO database under accession code GSE118160.

All other data supporting the findings in this study are available from the corresponding author upon request.

## Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://www.nature.com/authors/policies/ReportingSummary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | G*Power software was used to predetermine the sample sizes in all animal experiments with guidelines based on previous experience with the experimental protocols.                                             |
| Data exclusions | No data points were excluded from data sets.                                                                                                                                                                   |
| Replication     | All the experimental data provided are based on biological replicates and are representative of at least 2 independent experiments (with the exception of RNAseq and ChIPseq experiments, performed only once) |
| Randomization   | For animal work, mice were randomly assigned to experimental groups.                                                                                                                                           |
| Blinding        | For some vaccination experiments, the investigators were blinded to the type of the vaccine used. For most other experiments, the investigators were not blinded to group allocation.                          |

## Reporting for specific materials, systems and methods

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Unique biological materials            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Following antibodies were used: eBioscience: CD103 (clone:E27), CD127 (clone: A7R34), CD44 (clone: IM7), CD45.1 (clone: A20), CD8 (clone: 53-6.7), IL-18Ra (clone: P4TUNYA), PRF1 (clone:eBioOMAK-D), T-BET (clone: eBio4B10). BioLegend: CD45.2 (clone: 104), IL-15Rb (clone: TM-b1), KLRG1 (clone: 2F1). BD Pharmingen: CD62L (clone: MEL-14), CD8 (clone: 53-6.7), IFN $\gamma$ (clone: XMG1.2), TNF (clone: TN3-19.12). Enzo Life Sciences: GZMB (clone: CLB-GB11). RnD Systems: IL-12Rb (FAB1998F). |
| Validation      | All antibodies were validated by the manufacturers and by our own and colleagues' labs where they are used extensively.                                                                                                                                                                                                                                                                                                                                                                                  |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

Only mice were used in this study and groups were age- and sex-matched for all experiments. In general female mice at 7-9 weeks were used throughout. C57BL/6Jrj mice were purchased from Janvier Laboratories. CD45.1+ and OT-I;CD45.1+ mice were bred in-house. Mice were maintained under specific-pathogen free conditions at the Netherlands Cancer Institute, in accordance with national guidelines as approved by the institutional Experimental Animal Committee (DEC)

### Wild animals

n/a

### Field-collected samples

n/a

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

### Data access links

*May remain private before publication.*

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE118160>

### Files in database submission

Raw data:

Help 1 H3K4me3.fastq.gz  
 Help 1 H3K27me3.fastq.gz  
 Help 1 input.fastq.gz  
 Help 2 H3K4me3.fastq.gz  
 Help 2 H3K27me3.fastq.gz  
 Help 2 input.fastq.gz  
 Help 3 H3K4me3.fastq.gz  
 Help 3 H3K27me3.fastq.gz  
 Help 3 input.fastq.gz  
 No Help 1 H3K4me3.fastq.gz  
 No Help 1 H3K27me3.fastq.gz  
 No Help 1 input.fastq.gz  
 No Help 2 H3K4me3.fastq.gz  
 No Help 2 H3K27me3.fastq.gz  
 No Help 2 input.fastq.gz  
 No Help 3 H3K4me3.fastq.gz  
 No Help 3 H3K27me3.fastq.gz  
 No Help 3 input.fastq.gz  
 Help\_62neg\_001.bam  
 Help\_62neg\_002.bam  
 Help\_62neg\_003.bam  
 Help\_62pos\_001.bam  
 Help\_62pos\_002.bam  
 Help\_62pos\_003.bam  
 NoHelp\_62neg\_001.bam  
 NoHelp\_62neg\_002.bam  
 NoHelp\_62neg\_003.bam  
 NoHelp\_62pos\_001.bam  
 NoHelp\_62pos\_002.bam  
 NoHelp\_62pos\_003.bam

Processed data (BED files):

4500\_7\_NH1\_K4\_CGCTGATC\_S14\_L005\_R1\_001.sort.mq20.sort\_v2\_peaks.narrowPeak  
 4500\_8\_NH2\_K4\_ACAAGCTA\_S15\_L005\_R1\_001.sort.mq20.sort\_v2\_peaks.narrowPeak  
 4500\_9\_NH3\_K4\_CGTGAGCC\_S7\_L004\_R1\_001.sort.mq20.sort\_v2\_peaks.narrowPeak  
 4500\_10\_H1\_K4\_AGTACAAG\_S8\_L004\_R1\_001.sort.mq20.sort\_v2\_peaks.narrowPeak  
 4500\_11\_H2\_K4\_AACAACCA\_S16\_L005\_R1\_001.sort.mq20.sort\_v2\_peaks.narrowPeak  
 4500\_12\_H3\_K4\_AACGAGA\_S17\_L005\_R1\_001.sort.mq20.sort\_v2\_peaks.narrowPeak  
 4500\_13\_NH1\_K27\_AACGCTTA\_S9\_L004\_R1\_001.sort.mq20.sort\_v2\_peaks.broadPeak  
 4500\_14\_NH2\_K27\_AAGACGGA\_S10\_L004\_R1\_001.sort.mq20.sort\_v2\_peaks.broadPeak  
 4500\_15\_NH3\_K27\_AAGGTACA\_S18\_L005\_R1\_001.sort.mq20.sort\_v2\_peaks.broadPeak  
 4500\_16\_H1\_K27\_ACACAGAA\_S19\_L005\_R1\_001.sort.mq20.sort\_v2\_peaks.broadPeak  
 4500\_17\_H2\_K27\_ACAGCAGA\_S11\_L004\_R1\_001.sort.mq20.sort\_v2\_peaks.broadPeak  
 4500\_18\_H3\_K27\_ACCTCAA\_S20\_L005\_R1\_001.sort.mq20.sort\_v2\_peaks.broadPeak

### Genome browser session

(e.g. [UCSC](#))

[https://genome.ucsc.edu/cgi-bin/hgTracks?](https://genome.ucsc.edu/cgi-bin/hgTracks?hgS_doOtherUser=submit&hgS_otherUserName=Tesa&hgS_otherUserSessionName=ahrends_et_al_2018)

[hgS\\_doOtherUser=submit&hgS\\_otherUserName=Tesa&hgS\\_otherUserSessionName=ahrends\\_et\\_al\\_2018](https://genome.ucsc.edu/cgi-bin/hgTracks?hgS_doOtherUser=submit&hgS_otherUserName=Tesa&hgS_otherUserSessionName=ahrends_et_al_2018)

## Methodology

|                         |                                                                                                                                                                                                                                                                                                                                                                                                              |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | 3 biological replicates were used for each experimental group. Each sample was sequenced after the immunoprecipitation with a specific antibody or as an 'input control'.                                                                                                                                                                                                                                    |
| Sequencing depth        | Read length: 65bp, single-end.<br>Number of reads for each sample:<br>NH1_H3K4me3 1381377<br>NH2_H3K4me3 1365344<br>NH3_H3K4me3 1245361<br>H1_H3K4me3 1473058<br>H2_H3K4me3 1442147<br>H3_H3K4me3 1633685<br>NH1_H3K27me3 1526509<br>NH2_H3K27me3 1517810<br>NH3_H3K27me3 1653020<br>H1_H3K27me3 1688909<br>H2_H3K27me3 1514747<br>H3_H3K27me3 1631541                                                       |
| Antibodies              | aH3K27me3 mAb (C15410069, Diagenode) and aH3K4me3 mAb (#9272, Cell Singaling Technology).                                                                                                                                                                                                                                                                                                                    |
| Peak calling parameters | Single-end fastq files were aligned to mm10 (GrCm38.77) using bwa (v. 0.7.17). Resulting alignments were filtered for mapping quality > MQ20 using samtools version 1.5. Peak calling for H3K27me3 ChIP-seq was performed using MACS2 (v. 2.1.1) with detection for broad peaks using input for normalization. For H3K4me3 we performed narrow peak calling using MACS (v. 2.1.1) with input normalization.  |
| Data quality            | Table for quality control metrics was produced with the R package ChIPQC for ChIP-seq experiments and can be found in Table S5, including Peaks = number of peaks called in the sample, Reads = reads in the library, Dup% = number of duplicate reads, ReadL = read length, FragL = fragment length, RelCC = relative cross-coverage score, SSD = squared sum of deviations, RiP% = percent reads in peaks. |
| Software                | bwa (v. 0.7.17)<br>samtools (v. 1.5)<br>MACS2 (v. 2.1.1)<br>Diffbind (v. 2.2.1)<br>BEDTools (v. 2.17.0)<br>deepTools (v. 2.5.7)                                                                                                                                                                                                                                                                              |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Blood, lymph nodes, spleens and skin were collected and processed using standard methods as detailed in Materials and Methods section.                                                                                                                                                                                                                                                                                              |
| Instrument                | LSRFortessa II (BD Biosciences)                                                                                                                                                                                                                                                                                                                                                                                                     |
| Software                  | BD FACSDIVA software (v 8) and Flowjo software (v 10).                                                                                                                                                                                                                                                                                                                                                                              |
| Cell population abundance | For cell sorting experiments between 10,000 - 100,000 cells were collected for each replicate.<br>For FACS analysis: the population abundance varied in different tissues and in different analysis - the relevant cell abundance is indicated within the results section.                                                                                                                                                          |
| Gating strategy           | Flow cytometric analysis focused on identifying the frequencies of memory or activated CD8 T cells expressing a specific marker. In all experiments, cells were first gated on singlets (FSC-H vs FSC-A) before setting a lymphocyte gate based on SSC-A vs FSC-A. Dead cells were excluded from the analysis by using a Live/Dead IR dye (Invitrogen). Antigen-specific CD8 T cells were gated as CD8+ and tetramer+ (or CD45.1+). |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: CD4+ T cell help creates memory CD8+ T cells with innate and help-independent recall capacities
**Source:** Nat Commun. 2019 Dec 4;10:5531. doi: 10.1038/s41467-019-13438-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: All 193 genes that were found to be differentially expressed between helped and helpless E7-specific T<sub>CM</sub> cells at the steady-state, as described in Figure 3.

File Name: Supplementary Data 2

Description: All 2522 genes that were found to be differentially expressed between helped and helpless E7-specific T<sub>EM</sub> cells at the steady-state, as described in Figure 3.

File Name: Supplementary Data 3

Description: All 1315 genes differentially expressed between helped and helpless effector CTLs in the secondary response, as described in Figure 5.

File Name: Supplementary Data 4

Description: All 391 genes differentially expressed between helped and helpless effector CTLs in both primary and secondary response, as described in Figure 5.

File Name: Supplementary Data 5

Description: All 4643 differentially modified regions (DMR) as designated by H3K4me3 marks between helped and helpless memory cells, as described in Figure 6.

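Each row of this table is a region of 400 bp with the nearest gene, the mean log2 read concentration in helpless and in helped cells, a fold and an FDR, as DiffBind gives them. In 100% of the 1998 rows held here, the fold equals the concentration in helpless minus that in helped cells, so that a negative fold means more H3K4me3 in helped cells. In the peak lists, the region listed at Tox (chromosome 4, 7174976 to 7175376, GRCm38), which the paper lists as higher in helpless cells, overlapped a peak in 0 of 3 Help and 3 of 3 No Help libraries. Its listed distance to Tox is -184254 bp, upstream, so it does not lie on the gene itself. The region at Tcf7 (chromosome 11, 52294272 to 52294672), which the paper lists as higher in helped cells, overlapped a peak in 3 of 3 Help and 2 of 3 No Help libraries. Of the regions listed at Il12rb2 as higher in helped cells, one (chromosome 6, 67347742 to 67348142) overlapped a peak in all 6 libraries and the other (chromosome 6, 67339696 to 67340096) in 2 of 3 Help and 3 of 3 No Help libraries.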

File Name: Supplementary Data 6

Description: All 882 differentially modified regions (DMR) as designated by H3K27me3 marks between helped and helpless memory cells, as described in Figure 6.

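This table has the layout of the preceding one, with regions of 250 bp, and its fold also is that of helpless minus helped cells. All 882 rows were held, 661 listed by the paper as higher in helped and 221 as higher in helpless cells. Each region was compared with the H3K27me3 peaks of the 6 libraries that the table was made from, so this check is not independent of the table. More Help than No Help libraries had a peak in 626 of the 661 regions listed as higher in helped cells, fewer in 5, and as many in 30. In the 221 regions listed as higher in helpless cells, more No Help libraries had a peak in 220 and as many in 1 (Fisher's exact test on regions with unequal numbers, p = 8.9e-201). All 3 Help and no No Help library had a peak in 133 of the 661 regions, and all 3 No Help and no Help library in 29 of the 221. No Help 1 had a peak in 20.4% of the regions listed as higher in helpless cells, against 92.8% for No Help 2 and 98.6% for No Help 3. Help 2 had a peak in 47.8% of those listed as higher in helped cells, against 94.3% for Help 1 and 81.1% for Help 3. The only region listed at a gene examined here by name, at Il12rb2 (chromosome 6, 67380193 to 67380443), overlapped a peak in 1 of 3 Help and 1 of 3 No Help libraries.

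**Figure D4:**
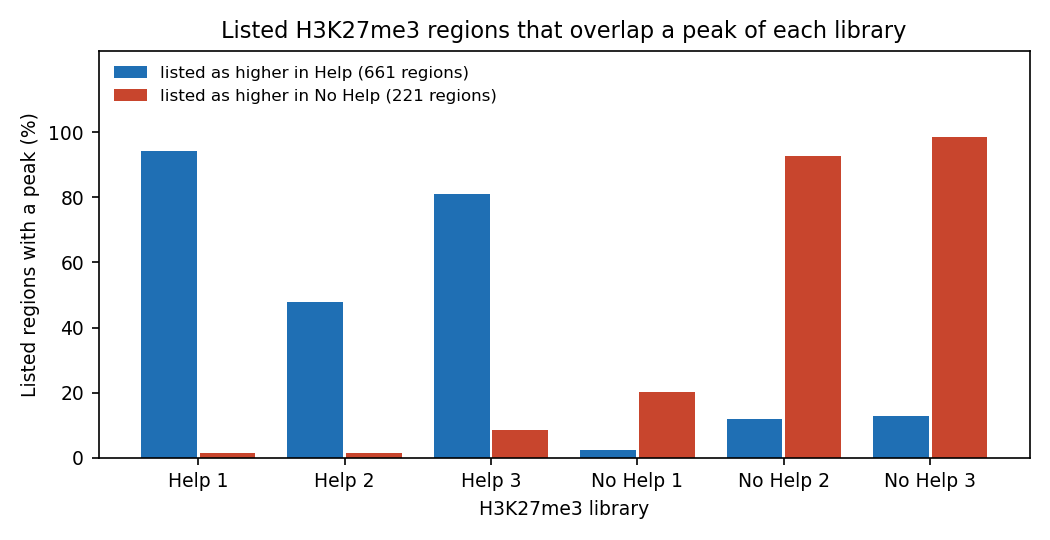
Percent of the regions of Supplementary Data 6 that overlap a H3K27me3 peak (y axis) in each of the 6 libraries (x axis), in blue for the 661 regions listed as higher in helped cells and in red for the 221 listed as higher in helpless cells. Among the No Help libraries, No Help 1 has a peak in 20.4% of the red regions and No Help 3 in 98.6%.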

File Name: Supplementary Data 7

Description: Summary of quality control metrics of ChIPseq experiment described in Figure 6. 

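The number of peaks in each of the 12 deposited lists equals the number given in this table. Its fragment length for the H3K27me3 libraries No Help 2 and No Help 3, which had the most peaks, was shorter than that of the other 4 H3K27me3 libraries and equal to that of most H3K4me3 libraries. The paper's percent of reads in H3K4me3 peaks was 23.0, 13.0 and 20.1 for Help 1, 2 and 3 and 29.2, 33.1 and 30.0 for No Help 1, 2 and 3, in the same order of groups as the genome length under peaks, and without overlap (exact permutation test on these 3 against 3 values, two-sided, p = 0.1). The median width of the H3K4me3 peaks in the lists was 383 ± 8.00 bp in helped and 463 ± 18.9 bp in helpless cells (SD, n = 3 each; exact permutation test, two-sided, p = 0.1). For H3K27me3, the median widths lay between 620 and 741 bp.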

Peaks = number of peaks called in the sample, Reads = reads in the library, Dup% = number of duplicate reads, ReadL = read length, FragL = fragment length, RelCC = relative cross-coverage score, SSD = squared sum of deviations, RiP% = percent reads in peaks.

File Name: Supplementary Data 8

Description: Details of antibodies used for flow cytometric analysis.

How the deposited data were processed for this re-analysis (not part of the article)

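H3K4me3 and H3K27me3 were measured by ultra-low-input native ChIP-seq in E7-specific memory CD8+ T cells from the spleens of 3 mice given the Help and 3 given the No Help vaccine, at day 100. The series has 18 samples, of which the 6 inputs were not analysed here. The 12 immunoprecipitated libraries have one peak list each. The authors aligned single-end reads to mm10 (GRCm38.77) with bwa (v. 0.7.17), filtered them on mapping quality with samtools (v. 1.5) and called peaks per library with MACS2 (v. 2.1.1) against input, so replicates were not pooled. The fold per peak in the deposited lists is the authors' ratio of pileup to background, at the summit for narrow peaks and averaged over the region for broad ones. The p-value and q-value are given on the -log10 scale in the deposited lists, and the score in the deposited lists is 10 times the -log10 q. Fold, p and q were used to describe, rank or filter peaks within a list, and for the depth of the H3K4me3 libraries as described below. Coordinates are those of GRCm38, and genes were taken from GENCODE vM21, which uses the same assembly.

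Peaks were counted per library, and the length of genome under them was computed after merging. For the profile of a library, the covered bp in each 10 kb bin of the assembled chromosomes were transformed as log2(covered bp + 1), and bins without a peak in any library were left out. Separation was the mean distance between libraries of different groups minus that between libraries of the same group, compared over the 10 splits of 6 libraries into 3 and 3. Principal components were computed on the centred, unscaled matrix. Regions were the merged peaks of the 6 libraries of a mark, and a library had a region when a peak overlapped it by 1 bp. For genes, the window was the gene body plus 1000 bp upstream, which is the window the authors counted reads in. Help and No Help libraries were compared by exact two-sided permutation tests over 20 assignments, whose smallest possible p is 0.1. Correlations across genes were tested with 100000 permutations. The mRNA levels are the log2 values in Supplementary Data 1, held in full with 193 genes, and Supplementary Data 2, of which 1998 of 2522 rows were held and no test was run. Supplementary Data 5 was held with 1998 of 4643 rows and used only to look up named genes, to check the direction of its fold and to count the held rows by direction. Supplementary Data 6 was held in full with 882 rows. Computations were done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

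The calculations were tested on simulated data. With 200 regions planted in the Help and 100 in the No Help lists, among 67406 simulated H3K4me3 and 195188 simulated H3K27me3 regions, 200 and 100 were found for each mark. Of 18289 simulated peaks with known pileup, 100% were recovered from fold and p-value. For the depth of the H3K4me3 libraries, the pileup and background of each peak were solved from its fold and p-value under a Poisson model. Broad peaks carry averages, so the depth of the H3K27me3 libraries is known only from the paper's list of reads. The depth limits which weak peaks were called: the lowest pileup that made a H3K4me3 peak was 7 or 8 reads. A region without a peak in a list is one where the mark was not detected at this depth, and not one shown to lack the mark.

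Genes named in the text were chosen before the data were examined, by this rule: the 6 genes the paper names at its epigenetic claim, with full values, and 23 further genes of the text, by name only where all libraries of one group lay above all of the other. Of the regions called only in one group, the 3 per mark and direction were selected whose lowest percentile by -log10 q within the 3 lists was highest, and 1 H3K27me3 region selected in helpless cells is not used here. For Klrg1, the H3K27me3 cover is also given, and was chosen after its values were seen. The alternatives set at the same time were a -log10 q of at least 2 or 5, an equal number of peaks per library, autosomes only, bins of 1 kb or bins with or without a peak, tiles of 1 kb covered over at least 50%, presence in at most 1 of 3 libraries of the other group, an overlap with at least 50% of a listed region, windows of 2 kb on each side of the TSS or 10 kb on each side of the gene, genes with a peak only, the top 20000 or all H3K27me3 peaks, H3K4me3 peaks of the same vaccine and number, the replicate number as a block, and each library left out in turn. The comparison of changes in cover with changes in mRNA was added after the data were seen. The functional categories of IPA, the differential test on read counts and the PCA on read counts were not repeated, since they need the aligned reads.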

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

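The tests on accessible chromatin and on H3K4me3 material in all of the H3K27me3 libraries in this part were chosen after the shares had been seen. The paper examines H3K4me3 and H3K27me3 separately and does not report where they occur together. Of the 5000 H3K27me3 peaks with the lowest p-values in each library, 29.3, 18.7 and 23.1% in Help 1, 2 and 3 and 14.7, 21.3 and 20.8% in No Help 1, 2 and 3 overlapped a H3K4me3 region present in all 6 H3K4me3 libraries. The 95% Wilson intervals of these shares, which cover counting error only, span at most 28.0 to 30.6% (Help 1). The same peaks placed at random on their chromosomes overlapped on average 3.49 to 6.01% of the time, and at most 6.64% in 100 placements. This is a signal in both lists together that the paper did not analyse, above the random level in 6 of 6 libraries. The share did not differ between the groups, 23.7 ± 5.29% in helped and 18.9 ± 3.69% in helpless cells (SD, n = 3 each; exact permutation test, two-sided, p = 0.4). Without Help 2, the remaining Help libraries lay above the No Help libraries, by 7.26 percentage points on average.

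A technical source would be H3K4me3 material in H3K27me3 libraries, by mixed or exchanged immunoprecipitations. It was weighed for No Help 2 and No Help 3, whose fragment length in the paper's quality table is that of the H3K4me3 libraries. Their shares of 21.3 and 20.8% lie within the range of the other 4 libraries, 14.7 to 29.3%, where such a mix in these libraries would place them above all others. This test says nothing about such material in all 6 libraries alike. Like a recovery of accessible chromatin with either antibody, that would place the strongest H3K27me3 peaks on H3K4me3 regions that rank as high as the others. Among the H3K4me3 regions within 1 kb of a TSS, the 411 to 1006 that lay under these peaks in a library had a median percentile of H3K4me3 p-value between 63.3 and 65.9, against 81.9 to 82.3 for the others, and so were lower in 6 of 6 libraries. This argues against either source as the whole cause at TSSs. Among the regions further than 1 kb from a TSS, the 363 to 710 under these peaks had a median percentile between 57.8 and 60.7, against 56.3 to 56.4 for the others. They were higher in 6 of 6 libraries, so for this part both sources stay open. Also open are the specificity of the antibodies, and whether both marks lie on the same nucleosomes or on different cells of the population, which peak lists of a bulk sample do not separate. No biological explanation was tested.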

How the results depend on the processing

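In this part, the comparison of changes in cover with changes in mRNA was added after the data were seen, and all other alternatives were set before the data were examined. For a comparison of 3 against 3 libraries, a result counted as changed when the groups did or did not overlap, since no p-value under 0.1 is possible. Over 22 results and 210 alternatives, 156 kept direction and side, 10 were stronger, 39 moved and 5 reversed. A -log10 q of at least 2 removes no H3K4me3 peak and so tests nothing for that mark, and too few H3K27me3 peaks reach 5 for a correlation in T_CM genes or for the listed H3K27me3 regions, so these gave no value.

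The lower peak cover of H3K4me3 in helped cells kept its direction and the separation of the groups under all alternatives, from -11.0 to -5.67 Mb across the 6 fits that each left out one library. The separation of the H3K4me3 profiles stayed the largest of its splits under all alternatives, from 88.7 to 161 across those 6 fits. The number of H3K4me3 peaks differed by -7990 to -206 (Help minus No Help) across the 6 fits, and without Help 1 the groups no longer overlapped. For H3K27me3, the difference in peaks was 3749 with a -log10 q of at least 2 and 7 with at least 5, both reversed against the deposited lists, and -46048 to -3360 across the fits that left out one library. The covered length reversed to 0.00914 Mb with a -log10 q of at least 5 and ranged from -96.6 to -13.8 Mb across those fits. The separation of the H3K27me3 profiles was 104 and the largest of the 10 with an equal number of peaks, and from -63.8 to 380 across those fits, negative without Help 1. The cause was not tested. It was also 1.50 without Help 2 and 23.1 without Help 3, and without No Help 1 it was the largest of its splits. The smallest differences in H3K27me3 peaks and covered length were those without No Help 3, and the largest, with groups that no longer overlapped, those without No Help 1. Several libraries thus move these H3K27me3 results.

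Numbers of regions called only in one group moved most. Fewer libraries make the condition easier to meet by construction, so counts without one library are higher: 175 to 779 regions for H3K4me3 in helped, 2153 to 3609 in helpless cells, 747 to 3527 for H3K27me3 in helped and 1635 to 16932 in helpless cells across the 6 fits each. Allowing 1 of 3 libraries of the other group gave 278 and 5012 for H3K4me3 and 2070 and 3624 for H3K27me3, in helped and helpless cells. Tiles of 1 kb gave 37 H3K4me3 regions in helped and 2943 H3K27me3 regions in helpless cells. An equal number of peaks gave 1169 H3K4me3 regions in helpless cells. With a -log10 q of at least 2, 291 H3K27me3 regions were called only in helped and 126 only in helpless cells, and with at least 5, 0 and 0, since few peaks remain. For H3K4me3, the helpless count exceeded the helped count under every alternative. For H3K27me3, which of the 2 counts was larger depended on the alternative.

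Of the 6 genes named at the epigenetic claim, 3 had all Help libraries above all No Help libraries in H3K4me3 under every alternative except without Help 2, where 5 did, so that the fits leaving out one library ranged from 3 to 5. Over the single genes, 85 alternatives gave 80 unchanged results, 1 weaker, 3 stronger and 1 reversed, the H3K4me3 difference of Prdm1 without Help 1, at -0.507 percentage points, against 2.57 without Help 2. The H3K27me3 difference of Prdm1 was -19.2 percentage points without No Help 1, with groups that no longer overlapped. The lower H3K27me3 cover of Tbx21 in helped cells was -14.1 percentage points with 10 kb on each side, with overlapping groups.

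For T_CM genes, r of H3K4me3 cover with mRNA rose to 0.381 in helped and 0.310 in helpless cells with 2 kb on each side of the TSS (permutation p = 1e-05, the smallest possible, and 2e-05), and r of H3K27me3 in helped cells was -0.142 with a -log10 q of at least 2 and -0.145 with an equal number of peaks, past p = 0.05. For T_EM genes, with 2 kb on each side of the TSS, r was 0.290 in helped and 0.237 in helpless cells for H3K4me3 and -0.214 and -0.164 for H3K27me3. With genes that have a peak, r of H3K27me3 was -0.119 and -0.194. With an equal number of peaks, r in helpless cells was 0.0649 for H3K4me3 and -0.172 for H3K27me3. With a -log10 q of at least 2, r of H3K27me3 was -0.149 in helped and -0.159 in helpless cells, and with at least 5 it was -0.00633 in helped cells, where few peaks remain. All kept their sign.

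For the added comparison of changes, r of H3K4me3 in T_EM genes ranged from 0.261 to 0.410 across the 6 fits that left out one library, and r of H3K27me3 from -0.255 to -0.173, with -0.325 for 2 kb on each side of the TSS. In T_CM genes, r of H3K4me3 ranged from 0.0246 to 0.164, with p under 0.05 without Help 2 and without No Help 3, and r of H3K27me3 ranged from -0.0433 to 0.0416 and reversed without Help 2 (-0.0224), without No Help 2 (-0.0208) and without No Help 3 (-0.0433). The direction of the listed H3K27me3 regions kept a log2 odds ratio of 10.52 or above under all alternatives that gave a value and of 12.40 to 14.57 across the fits that left out one library, against 15.62 from the deposited lists. The share of strong H3K27me3 peaks on H3K4me3 peaks reversed to -0.747 percentage points (Help minus No Help) with the H3K4me3 peaks of the same vaccine and number, and ranged from 1.99 to 7.26 across the fits that left out one library. The cause was not tested.

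Replicates share a number between the groups, and the paper's text does not say that a number marks a common day or batch. Deviations from the group means in the 10 kb bins correlated by 0.0142, -0.0197 and 0.0130 between libraries of the same number for H3K4me3 and by 0.0894, -0.0516 and 0.0542 for H3K27me3, so the numbers do not pair the libraries. With the replicate number as a replicate block, whose smallest possible p is 0.25, the difference in peaks was -4491 for H3K4me3 (exact sign-flip permutation, p = 0.5) and -19518 for H3K27me3 (p = 0.5), that in covered length -8.66 Mb (p = 0.25) and -47.5 Mb (p = 0.5). The separation of profiles was 199 for H3K4me3, the largest of 4 splits, and 232 for H3K27me3, the second largest of 4. The difference in strong H3K27me3 peaks on H3K4me3 peaks was 4.77 percentage points (exact sign-flip permutation, p = 0.75), and the replicate block left 3 genes with higher H3K4me3 cover and 0 with higher H3K27me3 cover in all Help libraries. It changed none of these calls.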

Differences from the paper's values

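The Pearson correlations of mark and mRNA level in Fig. 6e, f were computed by the paper on read counts, and here on the percent of the gene window under peaks, and for T_EM cells on the first 1998 of 2522 genes. For H3K4me3 in T_EM cells, r was 0.126 in helped and 0.0751 in helpless cells, against the paper's about 0.2 and about 0.17 in Fig. 6e, read by eye. For H3K27me3 in T_EM cells, r was -0.1798 and -0.186, against the paper's about -0.37 and about -0.29 in Fig. 6e, read by eye. For H3K4me3 in T_CM cells, r was 0.0609 and 0.0578, against the paper's about 0.19 and about 0.16 in Fig. 6f, read by eye. For H3K27me3 in T_CM cells, r was -0.137 and -0.0952, against the paper's about -0.18 in both in Fig. 6f, read by eye. The signs are the same. None of the alternatives set before the data were examined brought any of the 8 values within the spread between libraries of the paper's. With 2 kb on each side of the TSS, r of H3K4me3 rose above the paper's values. It was 0.290 in helped and 0.237 in helpless cells for T_EM genes, and 0.381 and 0.310 for T_CM genes. The SD of r between libraries was 0.00384 to 0.0125, which is narrow for a comparison with values read by eye.

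The number of reads per H3K4me3 library estimated from the peak lists was 17900000, 18000000 and 19900000 for Help 1, 2 and 3, against the paper's 1473058, 1442147 and 1633685, and 16800000, 16300000 and 15000000 for No Help 1, 2 and 3, against the paper's 1381377, 1365344 and 1245361. No alternative was set before the data were examined for this estimate, which assumes the caller's preset mouse genome size.

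The paper gives an FDR threshold of 0.01 for its mean peak numbers of both marks. The mean of 104758 H3K27me3 peaks was obtained from all peaks in the lists, which reach an FDR of 0.1. With only the peaks at a -log10 q of at least 2, the mean was 25318. For these broad peaks q is an average over the region, so this need not be the number that a call at an FDR of 0.01 gives. For H3K4me3, all peaks met an FDR of 0.01 and the mean of 54662 is that of the paper.

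The paper states that its PCA shows distinct H3K27me3 profiles in helped and helpless cells. In peak cover, the vaccine ranked 3 among the 10 splits of the libraries by separation of the H3K27me3 profiles. No Help 1, at -814, lay on the side of the Help libraries on the first component, beyond all of them. That component followed the order of the numbers of peaks, of which No Help 1 had the fewest. Its place there thus need not mean a profile like that of helped cells. With an equal number of peaks per library, an alternative set before the data were examined, the vaccine gave the largest separation of the 10 splits, 104. The paper names Prf1, Tbx21 and Prdm1 among the genes in an open configuration. H3K4me3 cover was higher on average in helped cells for all 6 genes it names, but for these 3 the libraries of the groups overlapped. Without Help 2, Prf1 and Tbx21 no longer did, with differences of 15.0 and 19.2 percentage points.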

Other observations

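In this part, the tests on equal numbers of peaks and on other splits of the lists as deposited were set before the data were examined, and those on lanes, enrichment, reads, changes in mRNA and other splits at an equal number of peaks were chosen after the results were seen. In H3K4me3, more regions were called only in helpless (1954) than only in helped cells (136). Only 1 of the 10 splits, the real one, gave any group as many as 1954 regions, while 10 of 10 gave one group as many as 136. In the other splits that group never held Help 2, and groups with Help 2 had 85 regions or fewer. Of the 10 splits, 1 separated the profiles as much as the real one, itself. With 3 against 3 libraries, a share of splits below 0.1 cannot be reached. An unequal number of peaks as the whole cause is argued against by the counts at an equal number, 1169 and 172, in the same direction, whose total of 1341 again only the real split reached, while 5 of the 10 splits gave one group as many as 172. Sequencing lane is argued against by the counts within lanes, 5267 against 222 on lane 5 and 10529 against 8889 on lane 4. A lower enrichment of the Help libraries stays open. The paper's percent of reads in peaks is lower in all Help than in all No Help libraries, and 99.6% of the 1954 regions fall below the median -log10 q in at least 1 of their 3 lists, as do 99.3% of the 136. Taking the weakest of 3 lists makes a high share likely for any regions, and no other regions were set against it. The shares were also alike in both directions, so they do not tell whether a less enriched library missed these regions. In the 1998 held rows of the paper's table of 4643 H3K4me3 regions, made from read counts, 1008 were higher in helped and 990 in helpless cells. The excess in helpless cells was thus not seen in that part, which need not stand for the whole table. Because enrichment and vaccine go together in these libraries, they cannot be told apart. Against this background of narrower cover, Ifng, Gzma, Gzmb, Klrg1 and Fasl had more H3K4me3 cover in all Help libraries.

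In H3K27me3, 715 regions were called only in helped and 1253 only in helpless cells. Of the 10 splits, the real one included, 6 gave one group as many as 715 regions and 5 as many as 1253, and 3 separated the profiles as much as the vaccine. At an equal number of peaks, the counts were 1038 and 872, so that the excess in helpless cells is consistent with the unequal number of peaks. At that number, 1 of the 10 splits, the real one, gave as many as 1910 regions over both directions, and no other split gave one group more than 936, so the comparison with other splits depends on the number of peaks. The split that follows the sequencing lanes gave 1606 regions over both directions, 1573 of them to lane 5, against 1968 for the vaccine, and 772 against 1910 at an equal number. This argues against the lane as the whole cause. No Help 1 had the fewest H3K27me3 peaks of all libraries, 61456, and No Help 2 and 3 the most. The paper lists 1.006 times as many reads for No Help 1 as for No Help 2, but the listed reads are not all reads behind the H3K4me3 lists, and whether they keep the proportions between the H3K27me3 libraries was not tested. The number of reads, differences in immunoprecipitation and differences between mice stay open. In the paper's table of differentially modified H3K27me3 regions, 661 of 882 are higher in helped cells, although the No Help libraries together hold more peaks.

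The reads listed for the libraries in the paper's quality table are fewer than the peak lists need. At the summits of H3K4me3 peaks at least 300 bp apart, the recovered pileups sum to between 892971 reads (Help 2) and 1447195 reads (No Help 2). These sums are 3.20 to 4.76 times the listed reads multiplied by the listed percent of reads in peaks, so the listed reads cannot be all the reads behind the peak lists. The estimate from the background is 11.9 to 12.5 times the listed reads in each of the 6 libraries, so the listed numbers keep the proportions between the libraries. The paper's text defines the listed numbers as the reads in the library, and mentions no restriction of the quality table to a part of them. No biological explanation applies.

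Whether cover changed with help in the direction of the mRNA stays open. In the held T_EM genes, r of the change in H3K4me3 cover with the log2 change in mRNA was 0.357 across genes (rho 0.373), and between 0.129 and 0.448 in the 9 pairs of a Help and a No Help library. Pairs of the same group, which hold no vaccine difference, gave up to 0.327 in size. Mean H3K4me3 cover was lower in helped cells both for the 1081 genes with higher mRNA (-0.962 percentage points) and for the 908 with lower mRNA (-3.07). The positive r thus goes with a smaller loss of absolute cover at genes with higher mRNA, and not with a gain in absolute cover on average. Since the total length under H3K4me3 peaks was lower in all Help libraries, a gain relative to the rest of the genome stays open. For H3K27me3, r was -0.234 (rho -0.198), and between -0.228 and -0.0847 in the 9 pairs, against up to 0.178 in size in pairs of the same group. For both marks the pairs across groups were of one sign, but they share libraries, and their sizes overlap with those within groups. Of the 10 splits, the real one included, 4 gave as large an r for H3K4me3 and 2 for H3K27me3, but the other splits still hold part of the vaccine difference, so these counts decide nothing. No p-value was computed on this part of a list. In the 192 T_CM genes, r was 0.0815 for H3K4me3 (permutation p = 0.256, adjusted p = 0.512), with as large an r in 8 of the 10 splits. For H3K27me3, r was 0.000855 (permutation p = 0.990), with as large an r in 10 of the 10 splits. With all libraries, no relation was thus detectable there. For H3K4me3, r was 0.164 without Help 2 (permutation p = 0.0251) and 0.145 without No Help 3 (permutation p = 0.0470). Leaving out any other library gave 0.0246 to 0.0626, so the result for H3K4me3 depends on single libraries. That the relation differs between T_EM and T_CM genes was not tested.

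At Tcf7, the paper's table lists a region upstream of the gene as higher in helped cells, while H3K4me3 cover of the gene body plus 1000 bp upstream was lower in all Help than in all No Help libraries. The total length of genome under H3K4me3 peaks was lower in all Help libraries as well. No H3K4me3 or H3K27me3 list has more than 1 peak on chromosome Y. At Id3, H3K27me3 peaks covered 40.1% of the window in Help 1 and 29.9% in Help 3 and none in the other 4 libraries. The values at Id3 were picked after all genes had been seen.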
